# Cleavage Factor I Links Transcription Termination to DNA Damage Response and Genome Integrity Maintenance in *Saccharomyces cerevisiae*

**DOI:** 10.1371/journal.pgen.1004203

**Published:** 2014-03-06

**Authors:** Hélène Gaillard, Andrés Aguilera

## Abstract

During transcription, the nascent pre-mRNA undergoes a series of processing steps before being exported to the cytoplasm. The 3′-end processing machinery involves different proteins, this function being crucial to cell growth and viability in eukaryotes. Here, we found that the *rna14-1*, *rna15-1*, and *hrp1-5* alleles of the cleavage factor I (CFI) cause sensitivity to UV-light in the absence of global genome repair in *Saccharomyces cerevisiae*. Unexpectedly, CFI mutants were proficient in UV-lesion repair in a transcribed gene. DNA damage checkpoint activation and RNA polymerase II (RNAPII) degradation in response to UV were delayed in CFI-deficient cells, indicating that CFI participates in the DNA damage response (DDR). This is further sustained by the synthetic growth defects observed between *rna14-1* and mutants of different repair pathways. Additionally, we found that *rna14-1* suffers severe replication progression defects and that a functional G1/S checkpoint becomes essential in avoiding genetic instability in those cells. Thus, CFI function is required to maintain genome integrity and to prevent replication hindrance. These findings reveal a new function for CFI in the DDR and underscore the importance of coordinating transcription termination with replication in the maintenance of genomic stability.

## Author Summary

DNA damage occurs constantly in living cells and needs to be recognized and repaired to avoid mutations. DNA repair is particularly relevant for lesions occurring in actively transcribed DNA strands because the RNA polymerase cannot proceed through a damaged site. Stalled RNA polymerases and persisting DNA lesions can lead to genome instability or cell death. Specific mechanisms to repair obstructing DNA lesions are found from bacteria to higher eukaryotes, their malfunction leading to severe genetic syndromes in humans. Termination of transcription comprises cleavage and polyadenylation of the nascent transcript and displacement of the RNA polymerase from its DNA template. These processes, which are crucial for cell viability and growth in eukaryotes, require two major multi-subunit complexes in budding yeast. Here, we found that one of these complexes, Cleavage Factor I (CFI), participates in the cellular response to DNA damage. In addition, we found that CFI dysfunction leads to replication defects, conceivably mediated by stalled RNA polymerases, rendering cell cycle checkpoints mandatory to prevent genomic instability. Our findings emphasize the importance of coordinating transcription termination, DNA damage response and replication in the maintenance of genomic stability suggesting that CFI plays a fundamental function in the coupling of these processes.

## Introduction

All cells are continuously exposed to DNA damaging agents, which can arise from exogenous sources or from endogenous metabolic processes. The DNA damage response (DDR) includes the activation of checkpoints and induction of DNA repair pathways. DNA lesions can generate structural distortions that interfere with basic cellular functions like transcription and replication. Such helix-distorting DNA lesions are generally handled by nucleotide excision repair (NER), which can be divided into global genome repair (GG-NER) and transcription-coupled repair (TC-NER) sub-pathways, depending on whether the DNA lesion is located anywhere in the genome or on the transcribed strand (TS) of an active gene, respectively. At transcribed genes, TC-NER acts when elongating RNA polymerase (RNAP) stalls at bulky DNA lesions such as UV-induced cyclobutane pyrimidine dimers (CPDs) (reviewed in [1], [2]). Transcription down-regulation and proteasome-mediated degradation of engaged RNAPII take place as part of the DDR to UV-induced damages [3], [4]. In humans, defects in TC-NER are responsible for two severe genetic disorders called Cockayne Syndrome (CS) and UV Sensitivity Syndrome (reviewed in [5], [6]). In *S. cerevisiae*, the major TC-NER factor is Rad26, the yeast homologue of CS protein B (CSB) [7]. However, residual TC-NER activity remains in the absence of Rad26, indicating that other factors are also involved in the process [7], [8]. Mutations in several transcription and messenger ribonucleoprotein (mRNP) biogenesis factors including the RNAPII subunit Rpb9, THO, THSC/TREX-2, Paf1, and Ccr4-NOT are partially defective in TC-NER in yeast [9]–[12].

During the past few years it has become clear that the different mRNA processing steps (including 5′-end capping, splicing, and 3′-end cleavage), mRNP export, and transcription are connected to each other (reviewed in [13]) and that surveillance mechanisms ensure that these processes occur in a coordinated manner (reviewed in [14]). THO and THSC/TREX-2 both work at the interface between transcription elongation, mRNP biogenesis and export and defects are characterized by a strong transcription-dependent hyperrecombination phenotype (reviewed in [15], [16]). THO might also act in the process of transcription termination, as *in vitro* assays suggest that THO mutants lead to polyadenylation defects [17]. Interestingly, other factors required for proficient TC-NER also function during transcription termination. The Paf1 transcription elongation factor contributes to the recruitment of 3′-end processing factors necessary for accurate transcription termination (reviewed in [18]). The Ccr4-NOT complex acts, among other gene expression functions, during transcription elongation and interacts with mRNP export factors (reviewed in [19]).

In the yeast *Saccharomyces cerevisiae*, the transcription termination machinery can be divided into three different sub-complexes: cleavage factor IA (CFIA), cleavage factor IB (CFIB), and cleavage and polyadenylation factor (CPF). CFIA is comprised of the Rna14, Rna15, Pcf11, and Clp1 proteins. CFIB consists of the RNA-binding protein Hrp1, which is tightly associated with CFIA. The CPF complex is a large complex that can be further classified into the cleavage factor II (CFII) made out of the Cft1, Yhh1, Pta1, Brr5, Ysh1, Cft2, and Ydh1 proteins; the polyadenylation factor I made of Fip1, Yth1, and Psf1; and other proteins including the Pap1 polymerase. *In vitro* reconstitution of the cleavage reaction demonstrated that it requires the joint action of CFIA, CFIB, and CFII [20], [21], while additional proteins such as the 5′-3′-exoribonuclease Rat1 are required for termination downstream of poly(A) sites *in vivo* and dismantling of RNAPII complexes *in vitro* [22]–[24]. In addition to their role in cleavage, many of the components of the cleavage machinery are required for transcription termination downstream of the poly(A) site and polyadenylation of the transcript (reviewed in [25], [26]). Notably, the CFIA *rna14-1* and *rna15-1* mutants suffer from transcription elongation defects and increase in transcription-dependent hyper-recombination [27], suggesting that the CFIA complex serves important functions in transcription beyond termination and 3′-end processing.

To assess the possible function of RNA 3′-processing and transcription termination on TC-NER, we analysed the impact of a number of mutations on the DDR and the repair of UV-induced lesions. We found that CFI mutants become sensitive to UV in the absence of GG-NER, but surprisingly are proficient for CPD repair. By contrast, DDR is compromised in those cells, as seen by RNAPII degradation and checkpoint activation analyses upon UV irradiation. In addition, we show that *rna14-1* cells are impaired in cell cycle progression and rely on a functional G1/S checkpoint to prevent genomic instability and cell death. Our study reveals that CFI functions in DDR and is required for genomic integrity maintenance in yeast.

## Results

### CFI mutants are UV-sensitive in the absence of global genome repair

We first analysed the sensitivity of several transcription termination mutants to DNA damage in the absence of Rad7, a protein required for GG-NER in yeast. Growth of each double mutant was compared to the growth of *rad7Δ* after irradiation with UV light and in the presence of the UV-mimetic agent 4-nitroquinoline 1-oxide (4-NQO) (Figure 1A). The *rna14-1 rad7Δ*, *rna15-1 rad7Δ*, and *hrp1-5 rad7Δ* double mutants were significantly more affected by UV irradiation or 4-NQO than the respective single mutants, while the remaining assayed alleles (*pcf11-2, rat1-1, and yhh1-3*) were not. Notably, deletion of the *RAD26* gene, which encodes the main TC-NER factor, further increased the sensitivity of *rna14-1 rad7Δ* and *hrp1-5 rad7Δ* mutants, indicating that the *rna14-1* and *hrp1-5* alleles are not epistatic to *rad26Δ* (Figure 1B).

**Figure 1:**
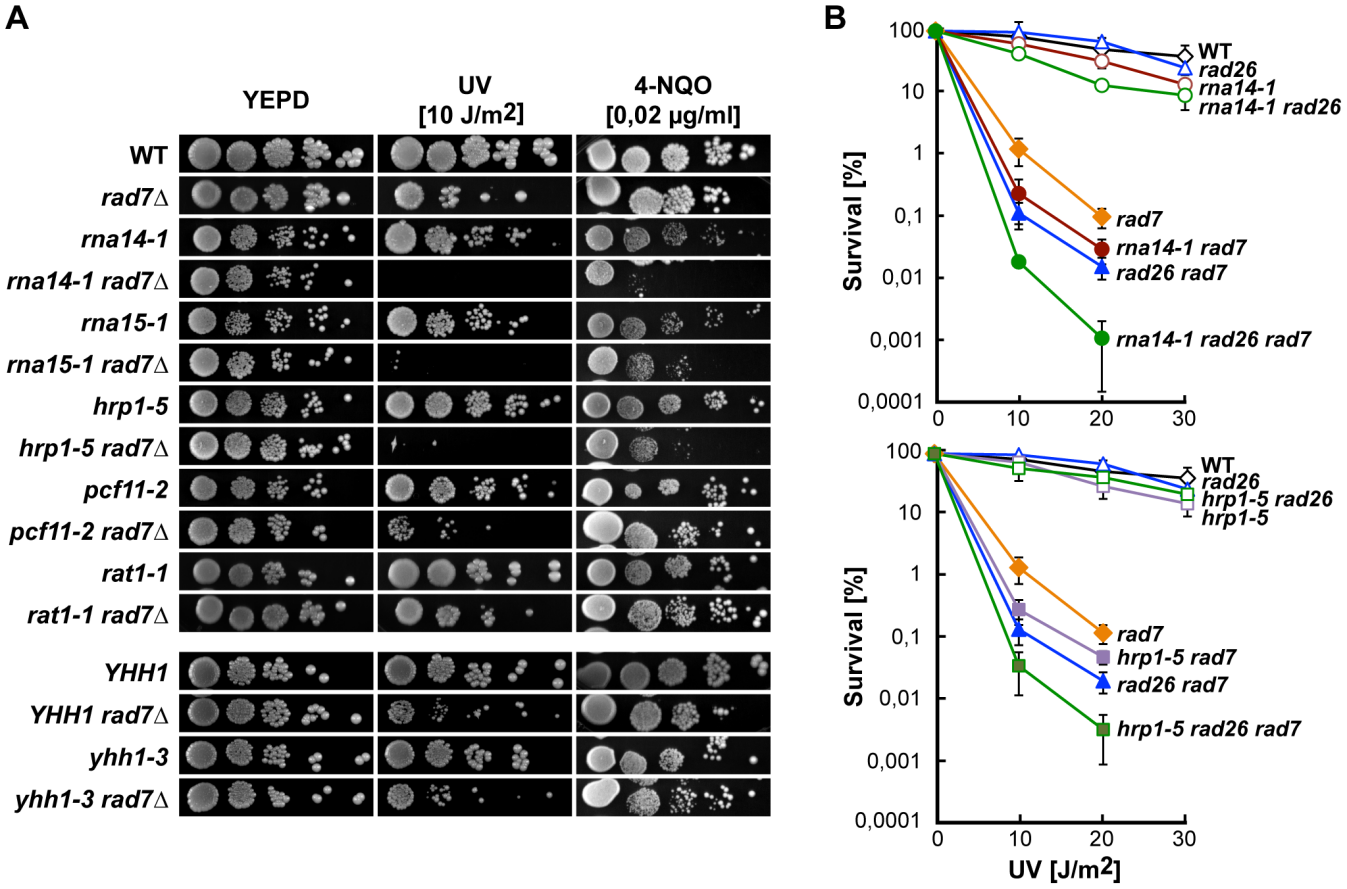
CFI mutations lead to UV sensitivity in the absence of global genome repair. (A) UV and 4-NQO sensitivity of six different transcription termination mutants alone and in combination with the *rad7Δ* mutation. (B) UV sensitivity curves of strains carrying single, double and triple combinations of *rna14-1* (top) and *hrp1-5* (bottom) together with *rad7Δ* and *rad26Δ* mutations. Average values from at least three independent experiments and corresponding standard deviations are plotted.

Because UV sensitivity in the absence of GG-NER is a phenotype mostly associated with TC-NER deficiencies, we tested whether functional CFI was required for proficient TC-NER by monitoring the repair rates of the transcribed (TS) and non-transcribed (NTS) strands of the constitutively expressed *RPB2* gene in *rna14-1, rna15-1*, and *hrp1-5* cells (Figure 2, A and B). With the exception of the 60 min. time-point in *rna14-1*, which is seemingly lower than the wild type on the TS, no significant differences were observed between the repair rates of the mutants and the wild type in either *RPB2* strand. Repair experiments were thus performed in *rad7Δ* and *rna14-1 rad7Δ* cells. As can be seen in Figure 2 (A and B), both strains show a similar low repair on the NTS and are repair-proficient on the TS. Together, our results indicate that the *rna14-1, rna15-1*, and *hrp1-5* mutants are repair-proficient for CPDs. Because deficiencies in NER may cause an increase in recombinational repair and *rna14-1* cells show moderate hyper-recombination [27], we assessed whether recombination increased upon UV irradiation in *rna14-1*, *rad7Δ*, and *rna14-1 rad7Δ* cells. For this, we used a direct-repeat (LY) and an inverted-repeat (SU) plasmid-based system [28]. As expected, *rad7Δ* cells show an increase in recombination upon UV-damage in both systems (13- and 35-fold, Figure S1). However, recombination frequencies did not increase upon UV irradiation in *rna14-1* cells, suggesting that UV damage is efficiently repaired by NER. Notably, the *rna14-1 rad7Δ* double mutant shows UV-dependent increase in recombination frequency as compared to the *rad7Δ* mutants in the direct-repeat system -but not in the inverted-repeat system- suggesting that these cells suffer from increased genomic instability that is not linked to increased CPD repair deficiencies.

**Figure 2:**
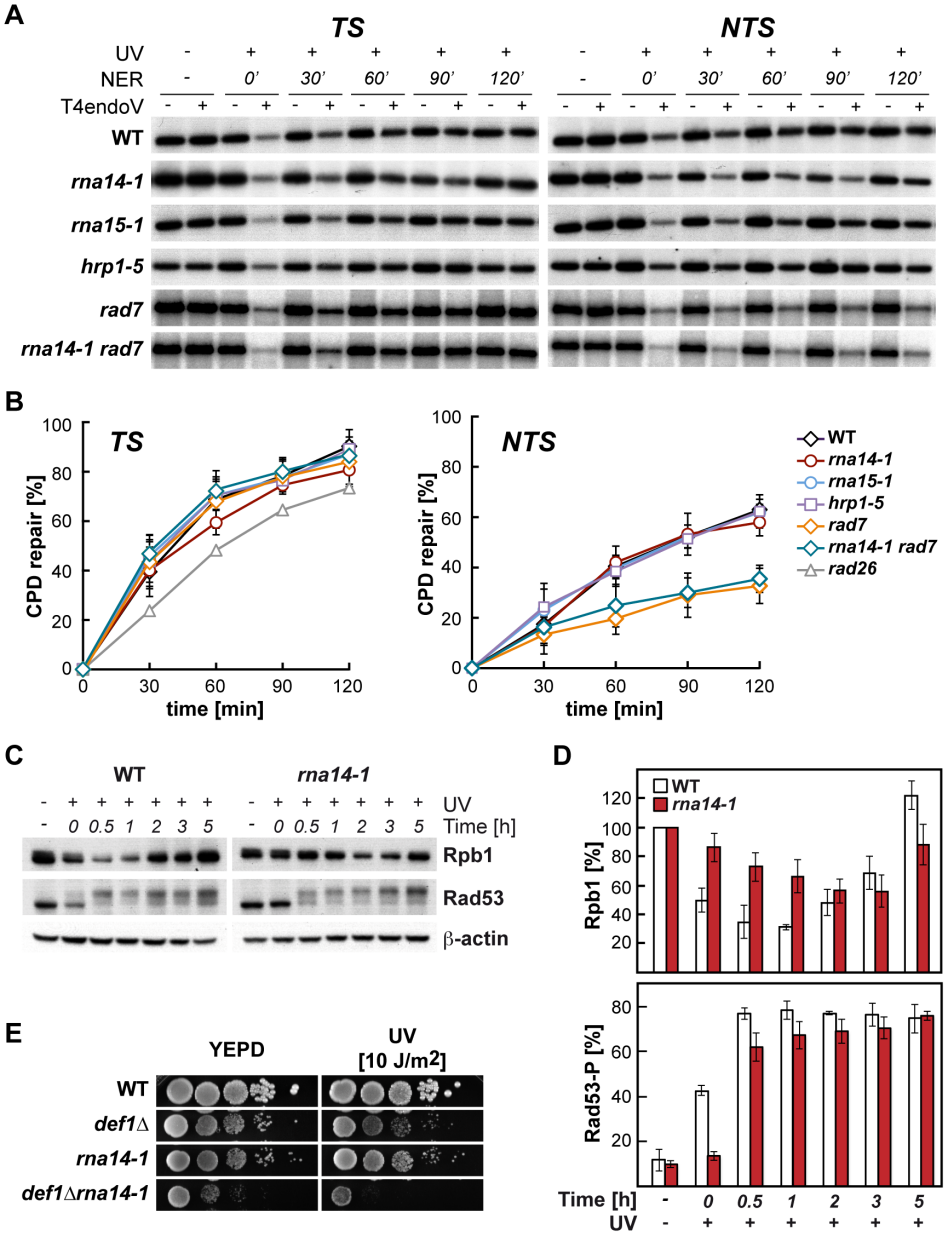
Normal CPD repair and DNA-damage response alteration in transcription termination mutants. (A) Southern analysis showing repair of a 4.4-kb (*Nsi*I/*Pvu*I) *RPB2* fragment in wild-type, *rna14-1, rna15-1*, *hrp1-5, rad7Δ and rna14-1 rad7Δ* cells. Initial damage was on the average 0.247±0.091 CPD/Kb in the transcribed strand (TS, left) and 0.245±0.098 CPD/Kb in the non-transcribed strand (NTS, right). The remaining intact restriction fragment after treatment with T4endoV (+UV, +T4endoV) corresponds to the fraction of undamaged DNA. Non-irradiated DNA (-UV) and DNA not treated with T4endoV (-T4endoV) were used as controls. (B) Graphical representation of the quantified results. The CPD content was calculated using the Poisson expression, -ln (RF_a_/RF_b_), where RF_a_ and RF_b_ represent the intact restriction fragment signal intensities of the T4endoV- and mock-treated DNA, respectively. Repair curves were calculated as the fraction of CPDs removed *vs*. repair time. Average values derived from three independent experiments are plotted with their standard deviation. Repair curve of *rad26* (data taken from [9]) is depicted for the TS. (C) Western analysis of Rpb1 and Rad53 upon UV irradiation in *rna14-1* and wild-type cells. β-actin is shown as loading control. (D) Graphical representation of the quantified results from Rpb1 and Rad53 Western analyses. The amount of Rpb1 is shown as the percentage of Rpb1 in the non-irradiated sample. The percentage of hyper-phosphorylated Rad53 is plotted for each condition. Average values derived from three independent experiments are plotted with their standard deviation. (E) Genetic interaction analysis between the *rna14-1* and the *def1Δ* mutants. Serial dilutions (10-fold) of exponentially growing cultures are shown. This panel complemented with the data of the *rna15-1 def1Δ*, *hrp1-5 def1Δ*, and *rat1-1 def1Δ* mutants are shown in Figure S2.

### The DNA damage response is delayed in *rna14-1* mutants

The cellular response to UV-induced damage involves, in addition to checkpoint activation, proteosomal degradation of RNAPII [3]. To check the functionality of the DDR in *rna14-1* cells, we analysed the stability of Rpb1, the largest subunit of RNAPII, and activation of the Rad53 checkpoint protein upon UV irradiation by Western analysis (Figure 2, C and D). Interestingly, UV-induced Rpb1 degradation was less pronounced and severely delayed in *rna14-1* cells as compared to the wild type. Activation of the DNA-damage checkpoint, monitored by the appearance of hyper-phosphorylated Rad53 upon UV irradiation was delayed in *rna14-1* cells as compared to the wild type, in which Rad53 phosphorylation occurs immediately upon UV irradiation. In addition, the *rna14-1* mutation did not increase the sensitivity to UV or 4-NQO of cells lacking either one of the DNA-damage checkpoint proteins Rad9 and Mec1 (Figure S2), suggesting that CFI might act within the canonical checkpoint pathways. To gain more insights into the function of CFI in the cellular response to UV-induced damage, Rpb1 stability and Rad53 phosphorylation were also analysed in cells bearing the *rna15-1*, *hrp1-5* and *pcf11-2* mutations (Figure S3). Both *rna15-1* and *pcf11-2* cells were partially impaired in UV-induced Rpb1 degradation while *hrp1-5* cells behaved similarly to the wild type. However, Rad53 phosphorylation was delayed in the *rna15-1* and *hrp1-5* mutants but not in *pcf11-2* cells. These interesting results suggest that UV-induced Rpb1 degradation might not depend on Rad53 activation. Previously, deletion of the *DEF1* gene was shown to increase the sensitivity to UV in the absence of GG-NER without affecting DNA repair at the molecular level and to impair UV-dependent Rpb1 degradation [29]. Thus, we assayed viability and sensitivity of *rna14-1 def1Δ, rna15-1 def1Δ, hrp1-5 def1Δ, and rat1-1 def1Δ* double mutants to assess possible genetic interactions and observed strong synthetic sickness even in the absence of exogenous damage in all strains except *hrp1-5 def1Δ* (Figures 2E and S4). These interesting genetic interactions suggest that Def1 and CFI might have complementary functions for cell growth, which eventually rely on alternative ways to regulate RNAPII turnover. Although the penetrance of the different alleles differs depending on the analysed phenotype, our data indicate that CFI is required for the cellular response to UV-induced damage.

### The ability to withstand DNA damage is reduced in CFI mutants

Sensitivity analysis of different termination mutants to distinct DNA damaging agents revealed that the *rna14-1*, *rna15-1*, and *hrp1-5* mutants were sensitive to Phleomycin and to methyl methansulfonate (MMS) in contrast to the *pcf11-2*, *rat1-1*, and *yhh1-3* cells, which were either slightly or not sensitive to those genotoxic agents (Figure 3A). Interestingly, the three alleles conferring significant sensitivity were those that increase the UV-sensitivity of *rad7Δ* mutants. To assess whether this phenotype was general rather than specific to GG-NER, we generated double mutants of *rna14-1* with mutations in representative genes with known functions in the different DNA repair pathways, including homologous recombination (HR), non-homologous end joining (NHEJ), post-replicative repair (PRR), mismatch repair (MMR), base excision repair (BER) and NER (Figure 3B). Interestingly, the *rna14-1* mutant showed synthetic growth defects even in the absence of exogenous damage with several repair mutants, including *rad52Δ*, *ku70Δ*, *lig4Δ*, and *rad1Δ*. These growth defects are further sustained by DNA content profiling FACS analysis (Figure S5). In addition, synthetic UV/4-NQO sensitivity was observed in all double mutants but *rna14-1 ogg1Δ ntg1Δ ntg2Δ*. Thus, our results indicate that Rna14 dysfunction makes cells unable to cope with high levels of DNA damage and rely on functional repair pathways even in the absence of exogenous damage.

**Figure 3:**
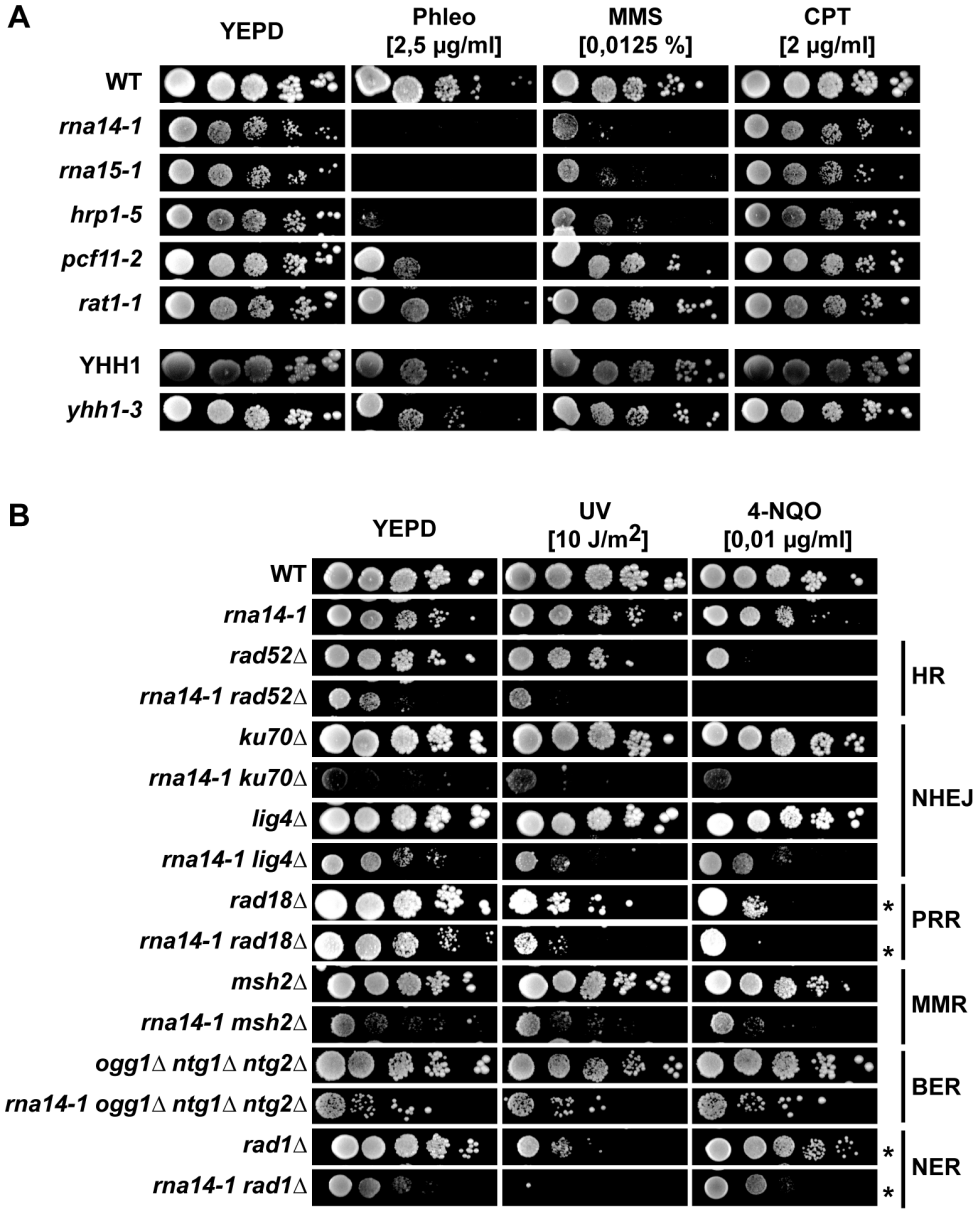
Transcription termination mutants do not tolerate compromised DNA repair. (A) Sensitivity to Phleomycin (Phleo), methyl methanesulfonate (MMS), and camptothecin (CPT) of six transcription-termination mutants. 10-fold serial dilutions of exponentially growing cultures are shown. (B) Analysis of genetic interactions between *rna14-1* and mutants impaired in homologous recombination (HR), non-homologous end joining (NHEJ), post-replicative repair (PPR), mismatch repair (MMR), base excision repair (BER), and nucleotide excision repair (NER). 10-fold serial dilutions of exponentially growing cultures are shown. * indicates that the UV dose was 2 J/m^2^.

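Total RNA from wild-type cells and from *rna14-1* and *rna15-1* cells, which carry point mutations in genes of 2 subunits of cleavage factor I (CFI), was hybridised to 11 Affymetrix yeast arrays. There were 5 wild-type arrays and 3 arrays of each mutant, all from cultures grown at 30°C. The deposited labels call the arrays biological replicates and name YPAD as the medium, while the methods name YEPD and state that each strain was analysed in triplicate. All 5 wild-type arrays were used, because the fold changes of *rna14-1* in Table S1 equal the difference from the mean of all 5 (median absolute difference 1.2e-06 on the log2 scale, against 0.0218 for the next closest set of wild-type arrays). The authors made the deposited values with the robust multiarray average method, which gives background-corrected and normalised log2 intensities. Of 10928 probe sets, 5498 belong to *S. cerevisiae* genes by the platform's annotation, and these measure 5449 genes. A gene with several probe sets was represented by the brightest of them. Probe sets whose annotated gene is absent from the *S. cerevisiae* gene table, 1746 in number, served as the background. Between 98.7% and 99.7% of the genes lay above the 95th percentile of this background on each array. The median log2 intensity of the genes was between 10.34 and 10.40 on every array, and 5212 genes had an average intensity A over 7. The transcript of *RNA14* rose in *rna14-1* cells by 1.18 ± 0.09 and that of *RNA15* in *rna15-1* cells by 0.66 ± 0.08 (log2 fold change ± standard error), which checks no label since both alleles are point mutations. Each gene was fitted with limma, with 1 coefficient per strain and a spread shared by the 3 groups. Genes are called up or down below at the thresholds of the paper's methods, while rose and fell stand for a Benjamini-Hochberg adjusted p under 0.01. By that measure 1788 of the 5449 genes rose and 1606 fell in *rna14-1*, and 1539 rose and 1348 fell in *rna15-1*. Counts in gene lists are to be read against these shares of all genes. The array of *rna15-1* replicate 3 stood apart from the others of its group, with a correlation across genes of 0.954 and 0.952 with replicates 1 and 2, against 0.997 between those. Wild-type replicates 1 and 2 had a correlation of 0.994, and replicates 3 to 5 had 0.992 to 0.996. Between these 2 sets of wild-type arrays it was lower, at 0.979 to 0.984. The number of arrays limits the precision of every value.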

To check whether these genetic interactions might arise from expression defects of DNA repair genes, mRNA expression was analysed by microarrays in *rna14-1* and *rna15-1* cells (Table S1). The results obtained with the two mutants were highly similar (Figure S6). 

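*AGA2* and *MFA1*, genes of MATa cells that encode a subunit of the a-agglutinin and the precursor of the a-factor pheromone, were among the genes that rose most in both mutants. *AGA2* had a log2 fold change of 4.50 ± 0.33 in *rna14-1* and 4.66 ± 0.33 in *rna15-1* (standard error, 3 mutant against 5 wild-type arrays), and *MFA1* had 4.37 ± 0.27 and 3.85 ± 0.27. *LEE1*, a gene of unknown function, rose by 5.25 and 4.14 on the log2 scale. *BSC1* had a log2 fold change of -4.94 ± 0.15 in *rna14-1* and -4.86 ± 0.15 in *rna15-1*, and *HMS2*, a relative of heat shock transcription factors, had -4.70 and -4.65. *FRE4*, a gene for a ferric reductase, fell by 3.55 and 4.03, and *GPD2*, a gene of glycerol synthesis, by 3.06 and 3.34. The adjusted p from limma was at most 1.6e-05 for each of these genes in each mutant. In *rna14-1* cells 549 genes were called up and 434 down, and in *rna15-1* cells 356 were called up and 290 down. Of these, 220 genes were called up in both mutants and 185 down in both.
The mutants also differed, with 110 genes called higher and 157 called lower in *rna15-1* than in *rna14-1*. Of 21 pheromone-induced genes, 17 were higher in *rna15-1* than in *rna14-1* and none was lower (17 adjusted over the list alone). Against the wild type, 12 of these genes rose and 4 fell in *rna14-1*, and 17 rose and 1 fell in *rna15-1*. On *rna15-1* replicate 3, 19 of the 21 were higher than on replicates 1 and 2 (median 0.41), and without it 16 rose and 1 fell. *FIG1* and *PRM6*, membrane protein genes induced during mating, rose by 6.89 ± 0.49 and 6.75 ± 0.34 in *rna15-1*, against 2.87 and 2.36 in *rna14-1*, and *FIG1* was above background on 4 of 5 wild-type arrays. *KAR4*, a transcription factor gene of the mating response, rose by 3.56 in *rna15-1* and 1.22 in *rna14-1*, and it lies on chromosome III in a segment that was higher on all *rna15-1* arrays. Of 16 genes of the phosphate regulon, 12 fell and none rose in *rna15-1*, while 3 rose and 1 fell in *rna14-1*, and 13 were lower in *rna15-1* than in *rna14-1* (14 adjusted over the list alone). Without *rna15-1* replicate 3 or after quantile normalisation, 3 rose and 3 fell in *rna14-1*. *PHO5*, which encodes an acid phosphatase, fell by 4.67 ± 0.26 in *rna15-1*, with a log2 fold change of 0.35 in *rna14-1* (adjusted p = 0.23, limma). The phosphate transporter gene *PHO84* fell by 3.04 and the zinc transporter gene *ZRT1* by 2.84 in *rna15-1*. For the difference between the mutants, camera gave an adjusted p of 6.8e-09 for the phosphate regulon and 1.0e-07 for the pheromone-induced genes, but adjusted p = 0.269 and adjusted p = 0.398 with an estimated correlation. Both lists were written with Table S1 and Table S2 in view, which come from these arrays, so these tests are not independent evidence. Genes called in opposite directions were *AAD6*, *YGR035C*, *GRE2* and *RSB1*, named here after their values were seen.
Across the 5449 genes, the log2 fold changes of both mutants correlated with r = 0.739 and Spearman's rho = 0.752, and 78.3% of the genes had the same sign. Genes are not independent replicates, and the mutants share their wild-type arrays. Among 100 simulations of unchanged groups that shared simulated wild-type arrays, the mean r was 0.373, the highest 0.421, and no gene was called in both. All arrays were drawn independently around the mean of each gene, so real differences between the wild-type arrays do not enter these values. Independent lists of these sizes would share 35.9 up and 23.1 down genes. The covariance was 0.611 against 0.0079 in the simulations, a difference of 0.603. With the wild-type arrays divided between the mutants (20 divisions), r was between 0.676 and 0.747, and a median of 68 genes were called up and 78 down in both. Each mutant was then fitted with only 2 or 3 wild-type arrays. The median numbers of calls were 142 up and 145 down in *rna15-1*, and 526.5 up and 431 down in *rna14-1*. The smaller overlap therefore also reflects fewer calls in *rna15-1*, and does not measure the effect of shared arrays alone. Without *rna15-1* replicate 3, r was 0.652 and 512 genes were called different between the mutants, against 267 with it.
In *rna15-1* the genes of chromosome V had a median log2 fold change of 0.46, against 0.01 for the other chromosomes (permutation test over random gene sets, adjusted p = 3.2e-04). Those of chromosome III had 0.21 against 0.02 (adjusted p = 0.0426 from the same permutation test). In *rna14-1* the genes of chromosome VI had 0.31 against -0.01 (adjusted p = 0.0096, permutation test). Of the genes called up in *rna15-1*, 41 lie on chromosome V, and without chromosome V and the shifted segments of chromosomes I and III 295 genes were called up. On chromosome I, *UIP3*, *YAT1* and *SWH1* lie close together and fell in *rna15-1*. *UIP3* and *YAT1* were not above background on any *rna15-1* array and were at least 153-fold and at least 61.6-fold lower there than in the wild type. *SWH1*, above background on 2 of 3 *rna15-1* arrays but not on average, was at least 71.3-fold lower.

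**Figure D1:**
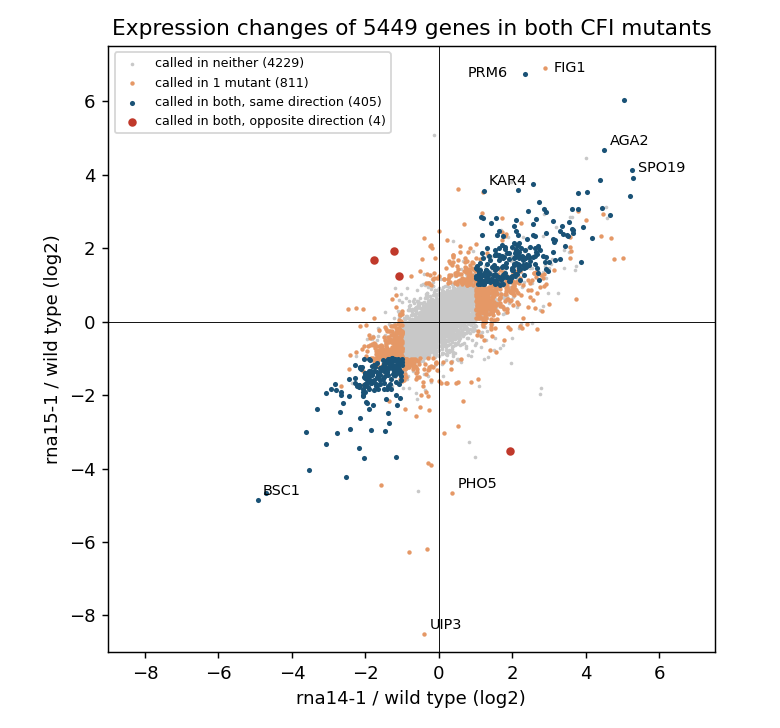
Log2 fold change of each gene in *rna15-1* (vertical axis) against that in *rna14-1* (horizontal axis), with the genes called in both mutants marked. The 220 genes called up in both lie at the upper right and the 185 called down in both at the lower left. Genes at background, such as *UIP3* in *rna15-1*, are drawn at their measured values, which are no exact fold changes.

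**Figure D2:**
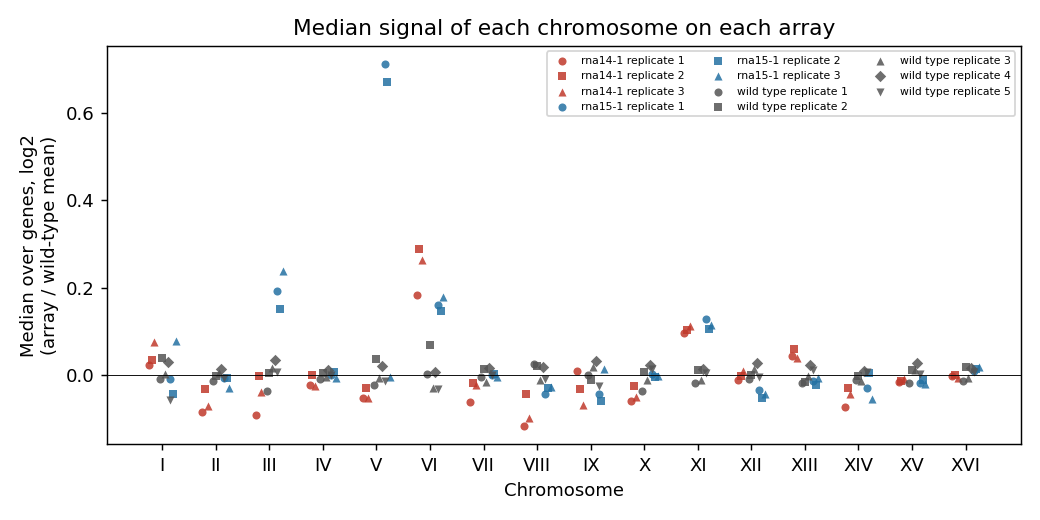
Median log2 difference from the wild type of the genes of each chromosome on each array, over genes with an average intensity A over 7 (a wild-type array is set against the mean of the other 4). Chromosome V lies at 0.71 and 0.67 on *rna15-1* replicates 1 and 2 and at -0.01 on replicate 3.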

Analysis of gene ontology terms of genes with higher (> 2-fold) and lower (< 2-fold) expression as compared to wild-type levels revealed that many genes involved in the DNA damage and/or stress response are induced in these mutants (Table S2), including genes such as *OGG2*, *PRX1*, *DNL4*, *LIF1*, *RAD2* or *MAG1*. In addition, we found out that in *rna14-1* or *rna15-1* cells, the down-regulated genes were on the average longer than those of the entire genome, while the up-regulated genes were shorter (Figure S6), but DNA repair genes were not specifically down regulated. Thus the results rule out that the reduced capability of CFI mutants to withstand DNA damage is due to reduced transcription of repair protein encoding genes. 

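Many genes of the general stress response rose in each mutant. Of 33 such genes, 30 rose and none fell in *rna14-1* (31 rose adjusted over the list alone), with a median log2 fold change of 1.75. In *rna15-1*, 20 rose and none fell (20 adjusted over the list alone), with a median of 0.93. *DDR2*, a gene induced by many stresses, rose by 3.80 ± 0.21 in *rna14-1* and 3.51 ± 0.21 in *rna15-1*, and *XBP1*, a stress-induced repressor gene, by 4.15 ± 0.22 and 2.26 ± 0.22. *HSP12*, a small heat shock protein gene, rose by 2.71 and 2.02, and the cytochrome c isoform gene *CYC7*, on chromosome V, by 3.43 and 2.05. The stress genes were higher on *rna15-1* replicate 3 than on replicates 1 and 2 (median difference 0.73, 32 of 33 genes), and without replicate 3 the median in *rna15-1* was 0.46, with 16 genes that rose and 1 that fell. Camera gave an adjusted p of 2.3e-07 for the list in *rna14-1* and 1.1e-04 in *rna15-1*, against adjusted p = 0.558 and adjusted p = 0.621 with an estimated correlation. Lists on stress were written with Table S1 and Table S2 in view, which come from these arrays, so their tests are not independent evidence.
Of 25 genes of oxidative stress defence, 15 rose and 5 fell in *rna14-1* (16 and 5 adjusted over the list alone), and 14 rose and none fell in *rna15-1* (14 and 2 adjusted over the list alone, or after quantile normalisation). The sulfiredoxin gene *SRX1* rose by 3.16 and 2.23. *GPX2*, a glutathione peroxidase gene, rose by 0.57 in *rna14-1* and 1.88 in *rna15-1*, and the peroxiredoxin gene *TSA2* by 0.85 and 2.00. Without *rna14-1* replicate 3, *TSA2* had an adjusted p of 0.020 there (limma). Of 19 heat shock proteins and chaperones, 10 rose and none fell in *rna14-1*, and 4 rose and 1 fell in *rna15-1* (the same counts adjusted over the list alone). *SSE2*, an Hsp110 chaperone gene, rose by 2.44 and 1.12. These genes too were higher on *rna15-1* replicate 3, by a median of 0.67, and without it 4 rose and 4 fell there. Of 32 proteasome genes, 22 rose and 1 fell in *rna14-1* and 20 rose and 1 fell in *rna15-1*. The subunit gene *PRE1*, on chromosome V, rose by 0.80 ± 0.09 and 1.09 ± 0.09. Of 30 autophagy genes, 22 rose and 2 fell in *rna14-1* and 15 rose and 4 fell in *rna15-1* (the counts of both groups were the same adjusted over each list alone). *ATG8*, which encodes the ubiquitin-like protein of autophagosome membranes, rose by 3.62 ± 0.18 and 2.51 ± 0.18. In camera, these 4 lists had an adjusted p of at most 0.0244, except the chaperones in *rna15-1* (0.505), but with an estimated correlation no adjusted p was below 0.558.
The induced genes named in the paper were chosen from these arrays, so their direction is not independent evidence. All 6 rose in *rna14-1* and 5 rose in *rna15-1* (6 and 5 adjusted over the list alone). *PRX1*, a mitochondrial peroxiredoxin gene, rose by 2.39 ± 0.14 in *rna14-1* and 2.24 ± 0.14 in *rna15-1* (adjusted p = 1.8e-07 and 3.6e-07, limma). *NTG1*, listed under its alias *OGG2* and encoding a DNA glycosylase, rose by 1.30 ± 0.09 and 1.10 ± 0.09. *MAG1*, a 3-methyladenine DNA glycosylase gene on chromosome V, rose by 1.75 ± 0.09 and 1.73 ± 0.09. *LIF1*, whose product binds DNA ligase IV, rose by 1.59 ± 0.21 and 1.45 ± 0.21. *DNL4*, the gene of that ligase, rose by 1.23 ± 0.12 in *rna14-1* and by 0.75 ± 0.12 in *rna15-1*, below the 2-fold threshold. *RAD2*, an endonuclease gene of nucleotide excision repair, rose by 1.38 ± 0.13 in *rna14-1* and had a log2 fold change of 0.35 ± 0.13 in *rna15-1* (adjusted p = 0.032, limma). Leaving out any of 6 arrays in *rna14-1* and any of 10 in *rna15-1* took the B-statistic of *LIF1* below its threshold, with an adjusted p of at most 4.7e-04.

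**Figure D3:**
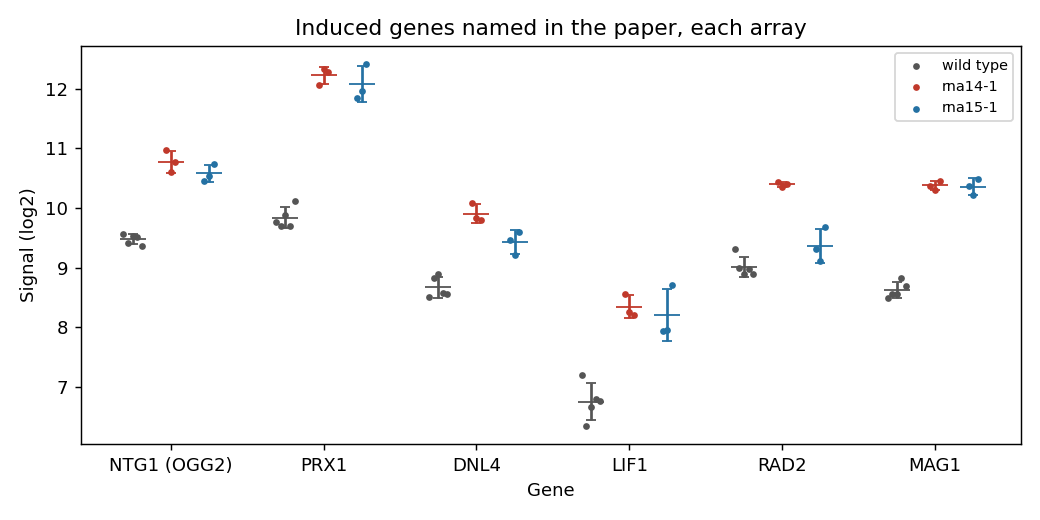
Log2 intensity of the 6 induced genes named in the paper on each array, by strain, with the group means. *PRX1* had a mean of 9.83 in the wild type, 12.22 in *rna14-1* and 12.07 in *rna15-1*.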

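The genes called down were longer and the genes called up shorter than the measured genes, whose mean coding length was 1493 bp over 5449 genes. In *rna14-1*, the 434 down genes had a mean of 2034 bp and the 549 up genes 1351 bp. In *rna15-1*, the 290 down genes had a mean of 2063 bp and the 356 up genes 1158 bp. Of the 461 genes longer than 3000 bp, 17.1% were called down and 6.72% up in *rna14-1*, and 10.8% down and 2.82% up in *rna15-1*. Of the 659 genes of up to 500 bp, 3.19% were called down and 10.0% up in *rna14-1*, and 1.52% down and 7.28% up in *rna15-1*. Random sets of measured genes of the same size gave p = 1e-05, the smallest that 100000 permutations allow, for both down groups and for the up genes of *rna15-1* (two-sided permutation test). For the up genes of *rna14-1* this permutation test gave p = 0.00145, but their median length of 1188 bp against 1236 bp gave p = 0.338 by permutation. Across all measured genes, Spearman's rho between length and log2 fold change was -0.163 in *rna14-1* and -0.317 in *rna15-1*, where genes are not independent replicates.
DNA repair genes were compared with the other genes of A over 7, in a list of 83 genes joined from 7 repair pathways. In *rna14-1*, 37 of the 83 rose and 12 fell (36 and 12 adjusted over the list alone), and in *rna15-1* 28 rose and 14 fell (28 and 14 adjusted over the list alone). After quantile normalisation 34 rose and 20 fell in *rna14-1*, and 26 rose and 16 fell in *rna15-1*. At the full thresholds, 2 of 81 repair genes were called down in *rna14-1* against 432 of 5131 other genes (odds ratio 0.275, p = 0.0643, two-sided Fisher's exact test). In *rna15-1*, 4 of 81 were called down against 286 of 5131 (odds ratio 0.880, p = 1 from the same exact test). Repair genes were called up in *rna14-1* in 17 of 81 cases against 532 of 5131 (odds ratio 2.30, p = 0.0051, Fisher's exact test), and in *rna15-1* in 5 of 81 against 351 of 5131 (odds ratio 0.896, p = 1). Without *rna14-1* replicate 1, the odds ratio for the up genes of *rna14-1* was 1.64 (p = 0.161, Fisher's exact test), and with wild-type replicates 1 to 3 only it was 1.49 (p = 0.233). Without *rna15-1* replicate 3, that for the down genes of *rna14-1* was 0.249 (p = 0.0312 from the exact test) and that for the down genes of *rna15-1* 0.213 (p = 0.132, exact test).

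**Figure D4:**
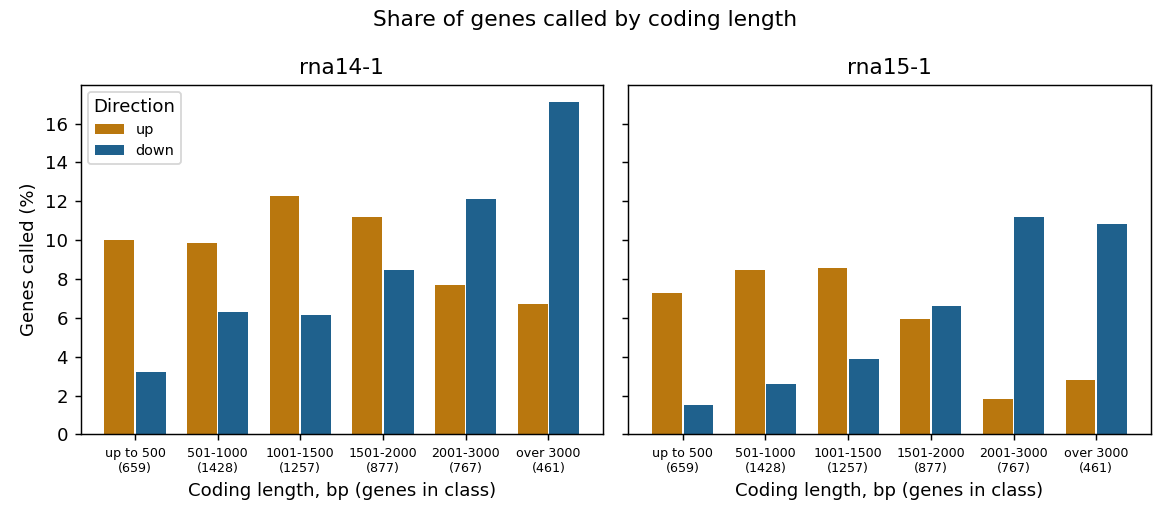
Percentage of genes called up and called down in each mutant, by class of coding length in bp. Among genes over 3000 bp 17.1% were called down in *rna14-1*, against 3.19% among genes of up to 500 bp.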

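Most repair pathways had genes that rose and genes that fell, as had the measured genes as a whole. Of 28 genes of homologous recombination, 11 rose and 5 fell in *rna14-1*, and 6 rose and 7 fell in *rna15-1*. *MUS81*, a structure-specific endonuclease gene, rose by 2.09 ± 0.16 in *rna14-1* and 1.58 ± 0.16 in *rna15-1*, while the exonuclease gene *EXO1* fell by 1.16 ± 0.12 and 1.08 ± 0.12. *SGS1* and *TOP3*, which encode a helicase and a topoisomerase that work together, fell by 1.03 ± 0.07 and 2.56 ± 0.21 in *rna15-1*. *TOP3* was lower in *rna15-1* than in *rna14-1*, where its log2 fold change was -0.63 (adjusted p = 0.020, limma). Of 6 genes of non-homologous end joining, 4 rose and none fell in each mutant, among them the DNA polymerase gene *POL4*, by 3.47 ± 0.26 and 2.35 ± 0.26. All 6 were higher on *rna15-1* replicate 3 than on replicates 1 and 2 (median 0.59), and 4 rose without it. Of 20 genes of nucleotide excision repair, 10 rose and 4 fell in *rna14-1*, and 8 rose and 4 fell in *rna15-1*. The TFIIH helicase gene *SSL2* rose by 2.12 ± 0.20 in *rna14-1*, with a log2 fold change of 0.52 in *rna15-1* (adjusted p = 0.037, limma), and *RAD34*, a homologue of *RAD4*, fell by 1.12 and 1.69.
Of 11 genes of base excision repair, 6 rose and 1 fell in *rna14-1*, and 5 rose and 2 fell in *rna15-1*. The uracil DNA glycosylase gene *UNG1* fell by 1.69 ± 0.15 and 0.97 ± 0.15, and the DNA ligase gene *CDC9* rose by 1.19 ± 0.12 in *rna14-1*, with a log2 fold change of -0.13 in *rna15-1* (adjusted p = 0.36, limma). Of 5 mismatch repair genes, 1 rose and 2 fell in *rna14-1* and 1 rose and 1 fell in *rna15-1*, where *MLH3* was the gene that rose, by 1.82 and 1.12. Post-replicative repair had 4 of 11 genes that rose in *rna14-1* and 3 in *rna15-1*, and none that fell with the deposited values. Without *rna15-1* replicate 3, 2 of them fell in *rna14-1* and 1 in *rna15-1*, and after a median shift 1 fell in *rna14-1*. After quantile normalisation, genes that fell in *rna14-1* numbered 3 in post-replicative repair, 8 in homologous recombination and 3 in base excision repair. Of the 2 genes of direct damage reversal, 1 rose in each mutant, which was *MGT1*, a DNA repair methyltransferase gene, by 1.14 and 0.76. Adjusted over the list alone, these counts differed only for post-replicative repair (3 in *rna14-1*) and direct reversal (2 in *rna14-1*). In camera, non-homologous end joining had an adjusted p of 0.0341 in *rna14-1*, but adjusted p = 0.558 with an estimated correlation, and 0.109 in *rna15-1*, and the other pathways had an adjusted p of at least 0.223. From these results, in which repair genes were not specifically down-regulated, the paper concludes that a lower transcription of repair genes is not the reason why CFI mutants withstand DNA damage poorly.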

On the contrary, the elevated expression of DNA damage and/or stress response transcripts suggests that CFI mutants may accumulate DNA damage or structures that impose a steric hindrance to DNA metabolic processes.

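Several genes known to be induced by DNA damage rose in *rna14-1*, while in *rna15-1* some rose and others fell, in shares near those of all measured genes. Of 12 such genes, 7 rose and none fell in *rna14-1* (8 adjusted over the list alone), and 4 rose and 3 fell in *rna15-1* (4 and 3 adjusted over the list alone). In the test of the difference, 6 were lower and none higher in *rna15-1* than in *rna14-1* (7 adjusted over the list alone). For this difference, camera gave an adjusted p of 0.0229, but adjusted p = 0.552 with an estimated correlation. *HUG1*, which encodes an inhibitor of ribonucleotide reductase, rose by 1.05 ± 0.20 in *rna14-1* and fell by 1.58 ± 0.20 in *rna15-1*. *DIN7*, a mitochondrial nuclease gene, rose by 0.82 ± 0.14 and 1.02 ± 0.14. The median of the list was 0.80 in *rna14-1* and 0.02 in *rna15-1*, where it was -0.01 after a median shift of the arrays and -0.03 after quantile normalisation, with which 7 rose and 1 fell in *rna14-1* and 3 rose and 3 fell in *rna15-1*. Of 15 genes of the DNA damage checkpoint, 7 rose and 4 fell in *rna14-1*, and 6 rose and 5 fell in *rna15-1* (the same counts adjusted over the list alone). The checkpoint clamp genes *DDC1* and *RAD17* rose by 1.05 ± 0.10 and 1.02 ± 0.10 in *rna14-1*, and by 0.84 and 0.81 in *rna15-1*. *RAD53*, the gene of the effector kinase, fell by 0.54 ± 0.09 in *rna14-1* and 1.52 ± 0.09 in *rna15-1*. *MRC1*, whose product mediates the replication checkpoint, rose by 0.71 ± 0.10 and 1.48 ± 0.10, and it lies on the chromosome III segment that was higher on all *rna15-1* arrays. In camera, the damage-inducible genes had an adjusted p of 0.0262 in *rna14-1*, but adjusted p = 0.558 with an estimated correlation, and 0.799 in *rna15-1*. The checkpoint genes had an adjusted p of 0.648 in *rna14-1* and 0.704 in *rna15-1*.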

### CFI mutants show severe replication defects

Transcription and replication need to occur in a coordinated manner in order to avoid conflicts that can result in genetic instability (reviewed in [30], [31]). To assess whether the CFI dysfunction affects replication, we first analysed sensitivity of several mutants to hydroxyurea (HU), a drug that slows replication down by reducing the pool of available deoxyribonucleotides (Figure 4A). Notably, the alleles that conferred sensitivity to HU were *rna14-1*, *rna15-1*, and *hrp1-5*, while the others did not at concentrations assayed. Since the expression of genes encoding ribonucleotide reductase components were not affected in *rna14-1* and *rna15-1* (Table S1), the observed HU sensitivity might reflect DNA replication impairment. 

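Transcripts of the ribonucleotide reductase subunits differed in how they responded. *RNR3*, the damage-inducible large subunit gene, rose by 1.98 ± 0.27 in *rna14-1* and by 0.94 ± 0.27 in *rna15-1* (adjusted p = 5.4e-05 and 0.0096, limma). In *rna15-1* its adjusted p missed the threshold in 9 of 11 fits without 1 array, with a highest value of 0.021. *RNR4*, a small subunit gene, rose by 0.56 ± 0.06 and 0.38 ± 0.06. *RNR2*, the other small subunit gene, had log2 fold changes of -0.02 ± 0.06 and 0.02 ± 0.06 (adjusted p = 0.73 and 0.81, limma). *RNR1*, the major large subunit gene, fell by 1.65 ± 0.31 in *rna14-1*, with an adjusted p of 6.1e-04 from limma but a B-statistic below the threshold. Its log2 fold change in *rna15-1* was -0.19 ± 0.31 (adjusted p = 0.61, limma). *RNR1* lies on chromosome V, and its level was 12.49 and 12.58 on *rna15-1* replicates 1 and 2 but 10.95 on replicate 3, against a mean of 12.19 ± 0.24 (SD, n = 5) in the wild type. Of the 4 genes, 2 rose and 1 fell in *rna14-1* (2 and 1 adjusted over the list alone), and 2 rose in *rna15-1* (1 adjusted over the list alone, and 1 without replicate 3). *RNR3* was called up in *rna14-1* at the full thresholds, a call that was lost without any of *rna14-1* replicates 1 and 3 or of the 5 wild-type arrays, where its log2 fold change lay between 1.84 and 2.01. Without *rna15-1* replicate 3 *RNR1* was called down in *rna14-1* (adjusted p = 7.8e-07, limma). Of 4 regulators of the enzyme, 2 rose and 1 fell in *rna14-1*, and 1 rose and 2 fell in *rna15-1* (the same counts adjusted over the list alone). *RFX1*, which encodes a repressor of *RNR* genes, rose by 1.18 ± 0.12 in *rna14-1* and had a log2 fold change of 0.42 ± 0.12 in *rna15-1*, where its adjusted p was 0.0086 but missed the threshold in 10 of 11 fits without 1 array. No regulator rose in *rna15-1* without replicate 3, with wild-type replicates 1 to 3 only, after a median shift or after quantile normalisation. *DIF1*, whose product moves the small subunits into the nucleus, fell by 0.47 and 0.50. No adjusted p from camera was below 0.472 for either list in either mutant.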

Next we analysed plasmid loss in *rna14-1* cells as a way to measure replication efficiency genetically (Figure 4B). Our results show that less than 5% *rna14-1* cells maintained the pRS315 centromeric plasmid after about 10 divisions in non-selective medium as compared to the 50% value of wild-type cells. FACS analysis of cell cycle progression upon release from α-factor-mediated G1-arrest revealed that *rna14-1* mutants remain trapped in G1 and suffer from a delay in S-phase entry as compared to the wild type (Figure 4C). For a specific analysis of initiation and progression of replication, we monitored BrdU incorporation upon release from α-factor-mediated G1-arrest at three different early origins (Figure 4D). DNA was immunoprecipitated with anti-BrdU antibody and BrdU enrichment at each locus was analysed by real-time qPCR with specific primers. Importantly, strong defects in replication were observed in *rna14-1* mutants, as ARS activation was significantly reduced and occurred at later time points than in wild-type cells. Thus, cell-cycle progression is severely compromised in *rna14-1* cells.

**Figure 4:**
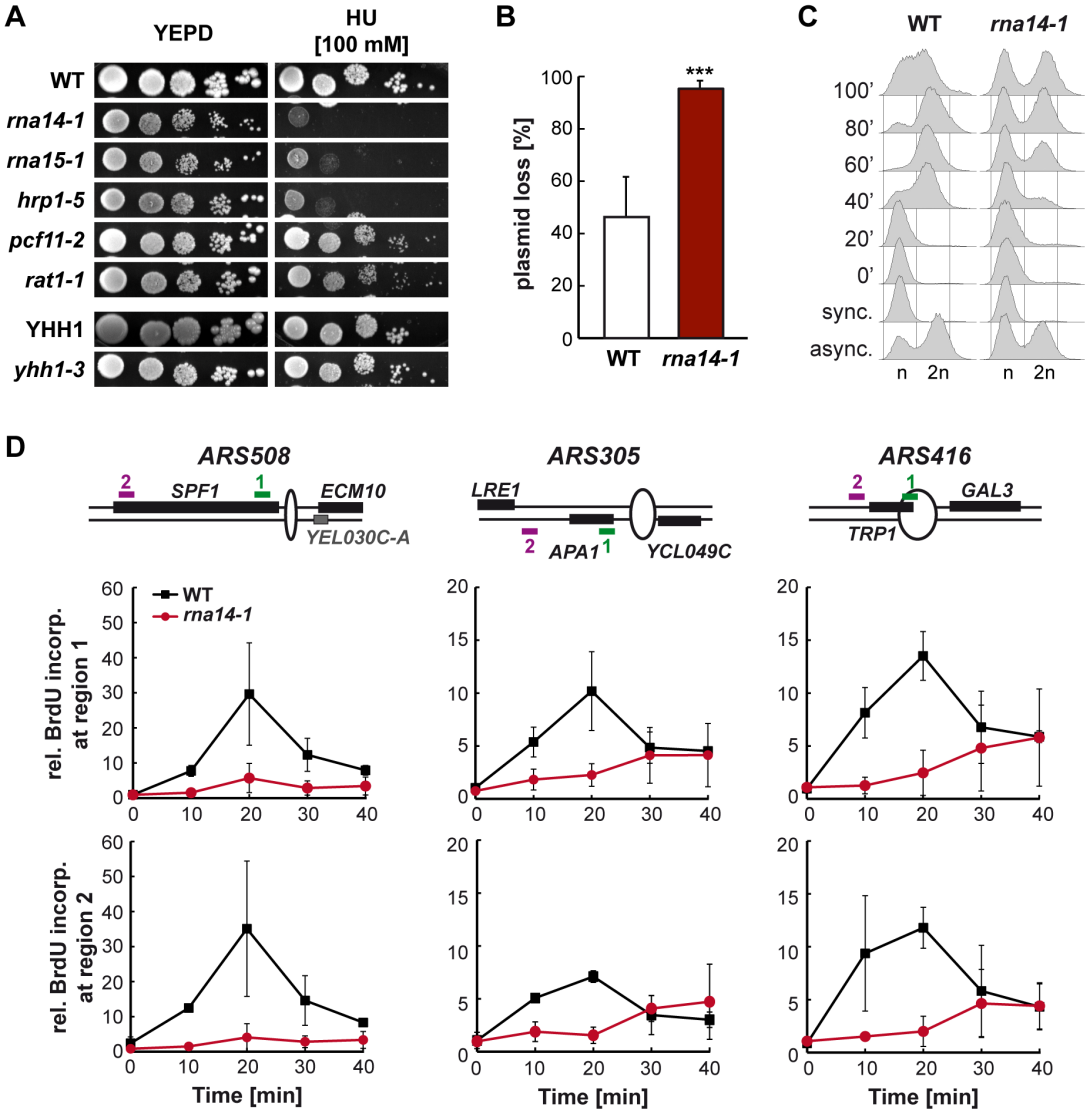
Cell cycle progression is compromised in *rna14-1* cells. (A) Sensitivity to hydroxyurea (HU) of six transcription-termination mutants. Serial dilutions (10-fold) of exponentially growing cultures are shown. (B) Analysis of plasmid loss in *rna14-1*, monitored as the percentage of cells that lost the pRS315 centromeric plasmid after ∼10 divisions in non-selective media. Average and standard deviation of six independent transformants are plotted for each genotype. Statistical analysis was performed with a two-tailed unpaired student t-test compared with the wild type. ***p<0.001. (C) Cell cycle progression analysis in wild-type (WT) and *rna14-1* strains. Asynchronous (async.), α-factor synchronized (sync.) and released cells were analysed by FACS. (D) Analysis of replication in *rna14-1* cells. BrdU incorporation upon release of G1-arrested cells was analysed at early replicating origins *ARS508*, *ARS305*, and *ARS416* by immunoprecipitation and RT qPCR. A schematic drawing of each *ARS* and localization of the amplified regions are depicted (top). Quantification of BrdU incorporation relative to a late replicating locus is plotted for each region. Average from two independent experiments and corresponding standard deviations are shown.

### *rna14-1* relies on a functional G1/S checkpoint to avoid genomic instability

Because G1 to S-phase progression was markedly delayed in *rna14-1* cells, we asked whether persistent G1/S checkpoint activation might be responsible for the observed cell-cycle delay. Deprivation of Sic1, a protein that is required for the G1/S checkpoint, suppressed the S-phase entry defects in the *rna14-1* mutant upon release from α-factor-mediated G1-arrest as seen by FACS analysis (Figure S7). To evaluate the consequences of forcing S-phase entry in *rna14-1* mutants by *SIC1* deletion, we analysed phosphorylated H2A (H2A-P) levels by Western analysis (Figure 5A). Our results indicate that the *rna14-1 sic1Δ* mutant accumulates DNA damage, as seen by the large amount of H2A-P. We then analysed recombination and Rad52-foci accumulation to gain insight into the impact of G1/S-checkpoint bypass in *rna14-1* cells. As *rna14-1 sic1Δ* shows severe growth defects at 30°C (Figure S8), recombination was scored at 26°C, a semi-permissive temperature for the *rna14-1* mutant, in a direct-repeat (LY*Δ*NS) as well as an inverted-repeat (TINV) plasmid-based system [28] (Figure 5B). A significant increase in recombination frequency was observed in the double *rna14-1 sic1Δ* mutants with respect to the frequencies of either single mutant in both systems. Rad52-foci accumulation was monitored in cells transformed with plasmid pWJ1344 expressing a Rad52-YFP fusion protein using fluorescence microscopy. As can be seen in Figure 5C, the percentage of S/G2 cells with Rad52-foci was significantly higher in the *rna14-1 sic1Δ* double mutant (≈35%) than in the single mutants (<20%). Altogether, these results indicate that a functional G1/S checkpoint is essential to avoid genomic instability and/or cell death in *rna14-1* cells.

**Figure 5:**
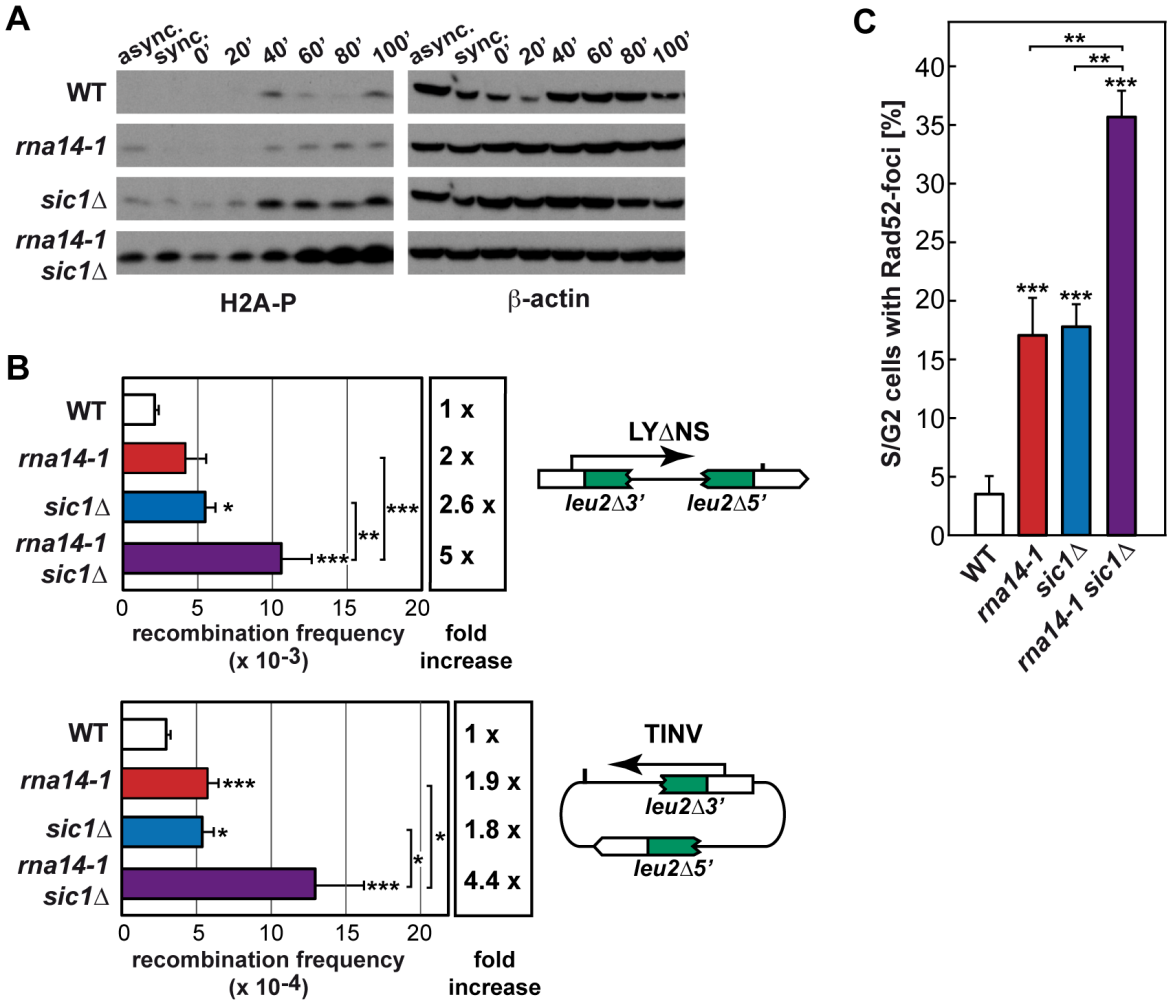
Absence of functional G1/S checkpoint leads to DNA damage and genomic instability in *rna14-1* cells. (A) Analysis of phosphorylated histone H2A (H2A-P) accumulation during release from α-factor-mediated G1-arrest in wild-type (WT), *rna14-1*, *sic1Δ* and *rna14-1 sic1Δ* strains. Asynchronous (async.), α-factor synchronized (sync.) and released cells were analysed. β-actin is shown as loading control. FACS analysis of all samples is shown in Figure S7. (B) Recombination analysis using a direct-repeat (LY*Δ*NS) and an inverted-repeat (TINV) plasmid-borne system. A scheme of each system is shown on the right of the corresponding panel. Recombination frequencies were obtained as the median value of six independent colonies. The average and standard deviation of at least three independent fluctuation tests are shown for each genotype. Statistical analyses were performed with a two-tailed unpaired student t-test compared with the wild type. Where indicated, statistical analyses between two mutants were also performed. *p<0.01, **p<0.005, ***p<0.001. (C) Percentage of S/G2 cells containing Rad52-YFP foci. Average of numbers obtained from at least three independent transformants and the corresponding standard deviation are shown. Statistical analyses as in B.

## Discussion

In this study, we asked whether transcription termination might contribute to DNA repair by TC-NER in *S. cerevisiae*. We found that the *rna14-1*, *rna15-1*, and *hrp1-5* alleles of CFI confer increased UV and 4-NQO sensitivities in the absence of GG-NER, but surprisingly do not affect CPD repair in a transcribed gene. Importantly, we show that both checkpoint activation and RNAPII degradation are delayed in UV-irradiated CFI-deficient cells and that the *rna14-1* mutation interacts genetically with mutations affecting several DNA repair pathway, including HR, NHEJ, MMR, PPR, and NER, in some cases even in the absence of exogenous DNA damage. Our data indicate that CFI participates in DDR in yeast and that this function is needed to cope with high amount of DNA damage. Additionally, we demonstrate that the *rna14-1* mutation leads to severe cell cycle progression hindrance and that a functional G1/S checkpoint becomes essential in restraining genomic instability when CFI function is impaired.

Although the precise mechanisms underlying termination downstream of poly(A) sites and 3′-end processing of RNAPII-transcribed genes remains unresolved, it certainly requires cooperation among several factors, including CFI, CPF, Pap1, Rat1 and even the RNAPII holoenzyme (reviewed in [32], [33]). CFIA is progressively recruited to RNAPII during elongation and peaks at poly(A) sites [34], [35]. Its role in transcription termination and 3′-end processing is recapitulated by ongoing transcription past poly(A) sites and *in vitro* cleavage and polyadenylation defects in CFI mutants [36]–[38]. The CFIB factor Hrp1 binds throughout transcribed genes [39] and displays *in vitro* cleavage and polyadenylation defects when mutated [40], [41]. We found that CFIA *rna14-1* and *rna15-1* as well as the CFIB *hrp1-5* alleles increased the UV and 4-NQO sensitivities of cells deficient in GG-NER and led to Phlemomycin and MMS sensitivities while the CFIA *pcf11-2*, CPF *yhh1-3*, and the *rat1-1* alleles did not (see Figures 1 and 3A). On the other hand, UV-induced Rpb1 degradation is impaired in *rna14-1*, *rna15-1* and *pcf11-2* but not in *hrp1-5* while Rad53-phosphorylation upon UV irradiation is delayed in *rna14-1*, *rna15-1* and *hrp1-5* but not in *pcf11-2* cells (Figures 2C, 2D and S3). Thus it appears that the penetrance of each particular mutation depends on the assayed phenotype. Indeed, different *pcf11* alleles differ in phenotype strength as seen by RNAPII chromatin immunoprecipitation (ChIP) on the *ADH1* and *PMA1* genes [42]. However, transcriptional read-through or 3′-end processing defects alone might not be sufficient to impair the DDR as ongoing transcription past poly(A) sites are also observed in *yhh1-3* and *rat1-1* mutants, and *yhh1-3* is deficient in 3′-end cleavage and polyadenylation as well [22], [36], [43]. One possibility could be that the requirement of CFI function for the DDR could rely on intrinsic sensing activity or specific interaction with DDR factors, thus enabling CFI to coordinate transcription termination and DDR.

UV irradiation was shown to lead to 3′-end processing inhibition along with targeted RNAPII degradation in human cells, these responses seemingly being mediated by direct interaction between CstF, the functional homologue of yeast CFI, and BRCA1/BARD1 [44], [45]. The link between DDR and 3′-end processing is further supported by the observations that partial depletion of the CstF-50 subunit leads to increased UV sensitivity, reduced ability to ubiquitinate RNAPII in response to UV and defects in CPD repair in human cells [46]. Our results show a notable divergence with respect to the human system though, as no CPD repair defects were observed in yeast CFI mutants (see Figure 2A and 2B). Another difference between yeast and human is the observation that poly-adenylated mRNAs get stabilized upon UV irradiation in yeast [47], while transcript deadenylation takes place under damaging conditions in humans, mediated by DNA damage-dependent physical interaction between CstF and the PARN deadenylase [48]. In addition, it has recently been shown that targeted variation of poly(A) site usage occurs in response to 4-NQO treatment in yeast, possibly as a consequence of transient depletion of CPF subunits [49]. Altogether, these findings suggest that transcription termination factors participate in DDR, a multiple-sided system fundamental for cell survival under genotoxic stress conditions.

The cellular response to UV damage involves global down-regulation of transcriptional activity concomitantly with high expression of a subset of stress-induced genes and proteosomal-mediated degradation of RNAPII major subunit Rpb1. Notably, UV-induced Rpb1 degradation is delayed in CFI-deficient cells (see Figures 2C, 2D and S3), RNAPII turnover being thus impaired. Interestingly, transcription termination factors - including CFI - interact with the transcription initiation factor TFIIB and this interaction is required for the formation of gene loops both in yeast and humans [50]–[53]. Gene looping has been proposed to enable the efficient recycling of RNAPII and to contribute to transcription regulation by acting on promoter directionality and transcriptional memory (reviewed in [54], [55]). It is thus conceivable that gene looping may also function to control transcription and RNAPII turnover under DNA damaging conditions. This idea is supported by recent work showing that TFIIB may function as a general transcriptional switch in humans, as it is dephosphorylated during genotoxic stress thus losing its interaction with CstF, while direct interaction between CstF and the p53 tumor suppressor ensures the recruitment of termination factors to the promoter of stress-induced genes [56].

The persistence of stalled RNAPII on transcribed genes is known to impede the progression of the replication machinery and to be one of the causes underlying transcription-associated recombination (TAR) (reviewed in [30], [31]). Recently, inhibition of Rho-dependent transcription termination in bacteria has been shown to induce double-strand breaks depending on replication, suggesting that Rho might function in the release of obstructing RNAP during replication [57]. It is possible that CFI might act on paused RNAP, whether or not stalled at a DNA damage, contributing to its displacement and thus allowing progression of an oncoming replication fork. Over the last few years, growing evidence supports a role for co-transcriptionally formed RNA-DNA hybrids (R-loops) as a source of TAR (reviewed in [58]). Noteworthy, several transcription termination and 3′-end processing mutants have been shown to accumulate R-loops in yeast (including *pcf11-2* and *rna15-58*) [59]. It is thus possible that stalled RNAPIIs accumulate at DNA damages or other structures such as R-loop in CFI mutants, leading to steric hindrances to the replication machinery that would account for the observed cell cycle progression defects (see Figure 4). The mechanisms by which stalled RNAPIIs or structures presenting steric hindrance to replication are sensed to activate the G1/S cell cycle checkpoint, which is required to restrain genetic instability in *rna14-1* cells (see Figure 5), are currently unknown. Interestingly, the Sen1/SETX helicase - a component of the NRD transcription termination complex - prevents R-loop accumulation at transcription termination sites both in yeast and humans [60], [61]. In addition to its association with transcribed units, yeast Sen1 is also found at replication forks, contributing to prevent deleterious outcomes of the putative collisions between the transcription and replication machineries [62]. Noteworthy, Sen1 interacts physically with the NER repair protein Rad2 and the *sen1-1* mutation increases the UV sensitivity of cells lacking *RAD2* [63], suggesting further connections between transcription termination, replication, and DNA repair.

Altogether, our results support a model in which CFI dysfunction impairs DDR, probably leading to the accumulation of endogenous DNA lesions, and hinders DNA replication possibly due to the accumulation of RNAPs, whether or not stalled at DNA damages, thus rendering the G1/S checkpoint mandatory to prevent genomic instability (see Figure 6). Our findings emphasize the importance of coordinating transcription termination, DDR and replication in the maintenance of genomic stability and suggest that CFI plays a fundamental function in the coupling of these processes.

**Figure 6:**
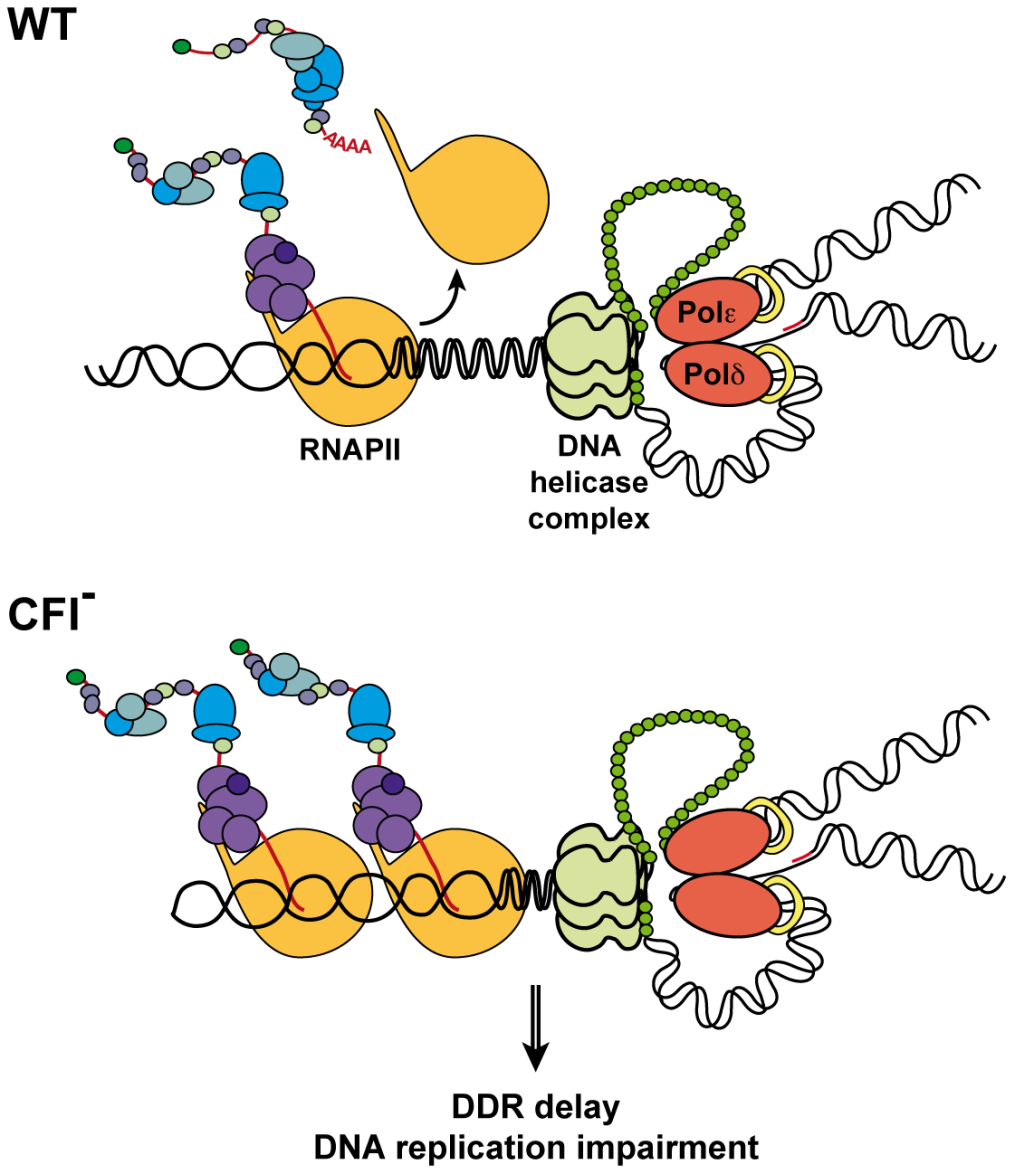
Model for concurrent transcription termination and replication processes. In wild-type cells (WT), transcription and replication are coordinated to prevent collision between both machineries and genomic instability. CFI function allows prompt DDR in the presence of DNA lesions. In CFI mutants (CFI^-^), impaired transcription termination interferes with replication and DDR is delayed. As a consequence, functional DNA repair pathways and G1/S checkpoint become crucial in those cells.

## Materials and Methods

### Yeast strains and plasmids

All strains used were isogenic to W303, and are listed in Table S3. Newly generated strains were obtained either by direct transformation or by genetic crosses. Plasmids used for recombination tests were pRS314-LY*Δ*NS, pRS316-TINV, pRS314-LY and pRS314-SU [28].

### UV survival curves and assays

For cell survival, yeast cells were grown in YEPD rich medium to an OD_600_ of 0.6. 10-fold serial dilutions were dropped on YEPD plates, irradiated with the indicated dose of UV-C light, and incubated in the dark at 30°C for 3 days. For the 4-NQO, Phleomycin, MMS, CPT and HU sensitivity assays, the serial dilutions were dropped on YEPD plates containing the indicated amounts of genotoxic agents and incubated in the dark at 30°C for 3 days. UV survival curves were performed as described [9]. UV-C irradiation was performed using a BS03 UV irradiation chamber and UV-Mat dosimeter (Dr. Gröbel UV-Elektronik GmbH).

### Gene- and strand-specific repair assays

CPD repair at the *RPB2* gene was analysed as described [64]. Briefly, cells were grown at 30°C in YEPD rich medium, irradiated in SD medium w/o amino acids with 200 J/m^2^ UV-C light (BS03 UV irradiation chamber), the medium supplemented to YEPD rich and the cells incubated at 30°C in the dark for recovery. DNA from the different time-points was extracted, cut with *Nsi*I and *Pvu*II restriction enzymes (Roche) and aliquots were either treated with T4-endonuclease V (Epicentre) or left untreated. DNA was electrophoresed in 1.3% alkaline agarose gels, blotted to Nylon membranes and hybridized with radioactively labelled strand-specific DNA probes, which were obtained by primer extension. Sequences of the primers are listed in Table S4. Membranes were analysed and quantified with a PhosphorImager (Fujifilm FLA5100). The average of the initial damage generated was 0.025 CPD/kb. To allow direct comparison between different strains, repair curves were calculated as the fraction of CPDs removed versus time. The initial damage was set to 0% repair.

### Expression microarray analysis

Cells were grown at 30°C in YEPD medium to an OD_660_ of 0.6. Total RNAs were purified (RNeasy Midi kit, Qiagen) and expression profiling performed using the Affymetrix platform (see Table S1). The relative RNA levels for all yeast genes were determined using an Affymetrix microarray scanner and processed using the robust multiarray average method. Statistical data analyses were performed using the limma package (affylmGUI interface) of the R Bioconductor project (http://www.bioconductor.org). For each strain, microarray analysis was conducted in triplicate. All values presented represent the average of these three determinations. Genes were considered significantly up- or down-regulated when their expression values were > or < 2-fold, respectively (parameters: false discovery rate-adjusted p-value<0.01, B-statistic value>2, and average log2intensity A>7). The expression data for each mutant has been deposited in NCBI's Gene Expression Omnibus (accession number GSE50947).

### Recombination and plasmid-loss assays

Plasmid loss was monitored as the percentage of cells that lost centromeric plasmid pRS315 upon growth in non-selective media. Individual transformants were inoculated in 5 ml YEPD and grown at 30°C to OD_660_ 0.6. Cells were plated on YEPD or SC-leu to determine the percentage of plasmid loss. Six individual transformants were analysed for each genotype.

Recombination frequencies were determined as the average value of the median frequencies obtained from at least three independent fluctuation tests performed at 26°C each from six independent colonies according to standard procedures [28].

### Replication analysis

Isogenic wild-type and *rna14-1* strains deleted for the *BAR1* gene and carrying several copies of the Herpes simplex thymidine kinase (TK) under the control of the strong constitutive *GPD* promoter were obtained by genetic crosses with strain SY2201 (E. Schwob). Cells were grown in YEPD, incubated for 2.5 h with 0.125 µg/ml α-factor, washed twice with pre-warmed YEPD and released into S phase by addition of 1 µg/ml pronase. BrdU (200 µg/ml) was added to the cultures prior to release. Cell cycle progression was monitored by flow cytometry on a FACSCalibur (BD Bioscience) using CellQuest software. Chromatin immunoprecipitation was carried out as described [65] with minor modifications. Briefly, Sodium Azide (0.1%) was added to each sample and cells were broken in a multi-beads Shocker (MB400U, Yasui Kikai, Japan) at 4° in lysis buffer (50 mM HEPES-KOH pH 7.5, 140 mM NaCl, 1 mM EDTA, 1% triton X-100, 0.1% sodium deoxicholate) and sonicated. Immunoprecipitation was performed using anti-BrdU antibody (MBL) attached to magnetic beads coated with Protein A (Invitrogen). Input and precipitated DNA were analysed by RT qPCR (7500FAST Applied Biosystems). Relative BrdU incorporation at a given region was calculated relative to the signal at a late replicating region (Chr. V, position 242210–242280, [66]) in the same sample. Primer sequences are listed in Table S4.

### Detection of Rad52-YFP

Rad52-YFP foci from log-phase cells transformed with plasmid pWJ1344 were visualized with a DM600B microscope (Leica) as previously described [67] with minor modifications. Individual transformants were grown to early-log-phase at 26°C, incubated at 30°C for 4 hours, fixed for 10 minutes in 0.1 M K_i_PO_4_ pH 6.4 containing 2.5% formaldehyde, washed twice in 0.1 M K_i_PO_4_ pH 6.6, and resuspended in 0.1 M K_i_PO_4_ pH 7.4. A total of 617 wild type, 947 *rna14-1*, 733 *sic1Δ*, and 820 *rna14-1 sic1Δ* cells derived from at least three different transformants were analysed.

### Cell extracts and western analysis

Detection of Rpb1, Rad53, H2A-P, and β-actin was accomplished by Western analysis of TCA-precipitated proteins separated in 4–20% Cristerion TGX gradient PAGE (Biorad). Antibodies 8WG16 (Rpb1, Covance), sc-20169 (Rad53, Santa Cruz Biotechnology), ab15083 (H2A-P, Abcam) and ab8224 (β-actin, Abcam) were used. For quantification, secondary antibodies conjugated to IRDye 680CW or 800CW (LI-COR) were used, the blot scanned in an Odyssey IR scanner and analysed with Image Studio 2.0 software (LI-COR). For Western analysis after UV irradiation, cells were grown in YEPD rich medium to mid-log-phase, resuspended in SD media lacking amino acids to an OD_660_ of 0.6 and irradiated with UV-C light in a BS03 UV irradiation chamber (Dr. Gröbel UV-Elektronik GmbH) at 100 J/m^2^. Medium was supplemented to YEPD rich and cells incubated in the dark at 30°C for recovery.

## Supporting Information

Figure S1 Recombination rates of *rna14-1* cells do not increase upon UV irradiation. Recombination analysis using a direct-repeat (LY) and an inverted-repeat (SU) plasmid-borne systems in wild-type (WT), *rad7Δ*, *rna14-1* and *rna14-1 rad7Δ* strains with or without UV irradiation. A scheme of each system is shown on top of the corresponding panel. Recombination frequencies were obtained as the median value of six independent colonies. The average and standard deviation of at least three independent fluctuation tests are shown for each condition. Statistical analyses were performed with a two-tailed unpaired student t-test compared with the wild type. *p<0.01, **p<0.005, ***p<0.001.
(TIF)

Figure S2 *rna14-1* and DNA damage checkpoint mutants do not show genetic interactions. Analysis of genetic interactions between *rna14-1* and mutants impaired in DNA damage checkpoint and sensitivity to UV and 4-NQO. 10-fold serial dilutions of exponentially growing cultures are shown.
(TIF)

Figure S3 DNA-damage response alteration in transcription termination mutants. (A) Western analysis of Rpb1 and Rad53 upon UV irradiation in *rna15-1*, *hrp1-5* and *pcf11-2* cells. β-actin is shown as loading control. (B) Graphical representation of the quantified results from Rpb1 and Rad53 Western analyses. The amount of Rpb1 is shown as the percentage of Rpb1 in the non-irradiated sample. The percentage of hyper-phosphorylated Rad53 is plotted for each condition. Average values derived from two independent experiments are plotted with their standard deviation.
(TIF)

Figure S4 Transcription termination mutants show synthetic growth defects with *def1Δ*. Analysis of genetic interactions between four transcription termination deficient alleles and the *def1Δ* mutation. 10-fold serial dilutions of exponentially growing cultures are shown. Note that the data of wild-type, *def1Δ*, *rna14-1* and *rna14-1 def1Δ* strains is also shown in Figure 2E.
(TIF)

Figure S5 Analysis of genetic interactions between *rna14-1* and DNA repair mutants. DNA contents profile of *rna14-1* and mutants impaired in homologous recombination (*rad52Δ*), non-homologous end joining (*ku70Δ* and *lig4Δ*), post-replicative repair (*rad18Δ*), mismatch repair (*msh2Δ*), base excision repair (*ogg1Δ ntg1Δ ntg2Δ*), and nucleotide excision repair (*rad1Δ*) analysed by FACS.
(TIF)

Figure S6 Comparative analysis of up- and down-regulated genes in *rna14-1* and *rna15-1* cells. (A) Venn diagrams representing the overlap between genes whose expression is changed more than 2-fold with respect to the wild type in *rna14-1* and *rna15-1* mutants. (B) Linear regression and corresponding equation is shown for the *rna14-1* and *rna15-1* data sets. (C) Statistical analysis of length of genes whose expression level changes in *rna14-1* and *rna15-1* as compared with the genome average.
(TIF)

Figure S7 Absence of functional G1/S checkpoint forces *rna14-1* cells to enter S-phase. Cell cycle progression analysis in wild-type (WT), *rna14-1*, *sic1Δ* and *rna14-1 sic1Δ* strains upon release from α-factor-mediated G1-arrest. Asynchronous (async.), α-factor synchronized (sync.) and released cells were analysed by FACS. Positions of n and 2n peaks are indicated.
(TIF)

Figure S8 Temperature sensitivity of *rna14-1 sic1Δ* double mutants. Growth of wild-type (WT), *rna14-1*, *sic1Δ* and *rna14-1 sic1Δ* strains at 26°C and 30°C on YEPD plates.
(TIF)

Table S1 List of genes with altered expression levels in *rna14-1* and *rna15-1* mutants.

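Of the 983 genes called up or down in *rna14-1*, 980 are in Table S1, and so are all 646 called in *rna15-1*. Table S1 holds 1075 entries for *rna14-1* and 708 for *rna15-1*, of which 1027 and 680 could be matched to a gene tested here. Of the matched genes, 47 in *rna14-1* and 34 in *rna15-1* were not called. With all probe sets of the array in the fit and in the counts, a choice made after seeing the data, 608 were called up and 482 down in *rna14-1*, and 400 up and 334 down in *rna15-1*. The 3 genes called in *rna14-1* but absent from the table, named here after their values were seen, were *PIN3* and *HPA2*, which rose by 1.46 and 2.02, and *YLR157W-E*, which fell by 1.01 and whose probe set is shared with other sequences. In Table S1, the paper reports 249 genes as up and 199 as down in both.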

(XLSX)

Table S2 Gene ontology results for the genes with altered expression levels in *rna14-1* and *rna15-1* mutants.

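Many glycosylation genes fell in each mutant. Of 23 genes of N-glycosylation, 16 fell and none rose in *rna14-1* (16 adjusted over the list alone), and 14 fell and 1 rose in *rna15-1* (15 and 1 adjusted over the list alone). *STT3*, the catalytic subunit gene of oligosaccharyltransferase, fell by 1.54 ± 0.10 in *rna14-1* and 1.23 ± 0.10 in *rna15-1*. Of 28 genes of O-glycosylation and mannosyltransferases, 16 fell and 1 rose in *rna14-1*, and 14 fell and 1 rose in *rna15-1* (the same counts adjusted over the list alone). The protein mannosyltransferase gene *PMT1* fell by 1.87 and 1.58, while *MNN4*, a regulator of mannose phosphorylation, rose by 1.91 and 1.70. Of 23 genes of GPI anchor synthesis, 18 fell and none rose in *rna14-1* (19 adjusted over the list alone), and 15 fell and 1 rose in *rna15-1* (16 and 1 adjusted over the list alone). *MCD4*, an ethanolamine phosphate transferase gene of this pathway, fell by 1.91 ± 0.21 and 2.39 ± 0.21. On *rna15-1* replicate 3, most genes of these 3 lists were lower than on replicates 1 and 2, with medians of -0.26, -0.23 and -0.36. Without that array, 14 N-glycosylation genes fell and 2 rose in *rna15-1*, 14 O-glycosylation genes fell and 3 rose, and 13 GPI anchor genes fell and none rose. Of 33 genes of copper, iron and zinc transport, 16 fell and 1 rose in *rna14-1*, and 18 fell and 1 rose in *rna15-1* (the same counts adjusted over the list alone). The iron oxidase gene *FET3* fell by 1.90 and 1.48, the copper transporter gene *CTR1* by 1.16 and 2.00. *FRE8*, of the ferric reductase family, had log2 fold changes of -2.16 and -2.63.
Many genes of meiosis and sporulation also rose. Of 47, 34 rose and 2 fell in *rna14-1*, and 25 rose and 5 fell in *rna15-1* (the same counts adjusted over the list alone). *SPO11*, the gene of the meiotic double-strand break enzyme, rose by 4.66 ± 0.38 and 2.90 ± 0.38, the sporulation septin gene *SPR3* by 4.45 and 3.08, and *SPO19*, a meiosis-specific gene above background on 4 of 5 wild-type arrays, by 5.28 and 3.92. These genes were higher on *rna15-1* replicate 3 than on replicates 1 and 2 (median 0.58, 40 of 47 genes), and without it 25 rose and 5 fell. After quantile normalisation the medians of the list were 1.08 and 0.59, with 29 genes that rose and 6 that fell in *rna14-1*, and 24 and 7 in *rna15-1*. Of 15 genes of the tricarboxylic acid cycle, 11 rose and 1 fell in *rna14-1*, and 10 rose and none fell in *rna15-1*. *SDH2*, a succinate dehydrogenase subunit gene, rose by 2.16 ± 0.10 and 2.08 ± 0.10, and *KGD1*, of the ketoglutarate dehydrogenase complex, by 1.52 and 1.27. Of 29 genes of the respiratory chain and ATP synthase, 20 rose in *rna14-1* and 26 in *rna15-1*, and none fell (for this and the former list the counts were the same adjusted over the list alone). *CYT1* and *RIP1*, subunit genes of the cytochrome bc1 complex, rose by 1.51 and 1.00 in *rna14-1* and by 1.54 and 2.11 in *rna15-1*, where *RIP1* lies on chromosome V. The respiratory genes were lower on *rna15-1* replicate 3 (median difference -0.36), and without it all 29 rose. In camera, the adjusted p of these 7 lists was at most 0.0032 in each mutant, but with an estimated correlation no adjusted p was below 0.558. Lists on glycosylation, metal transport, sporulation and respiration were written with Table S1 and Table S2 in view, which come from these arrays. Their tests are therefore not independent evidence.

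**Figure D5:**
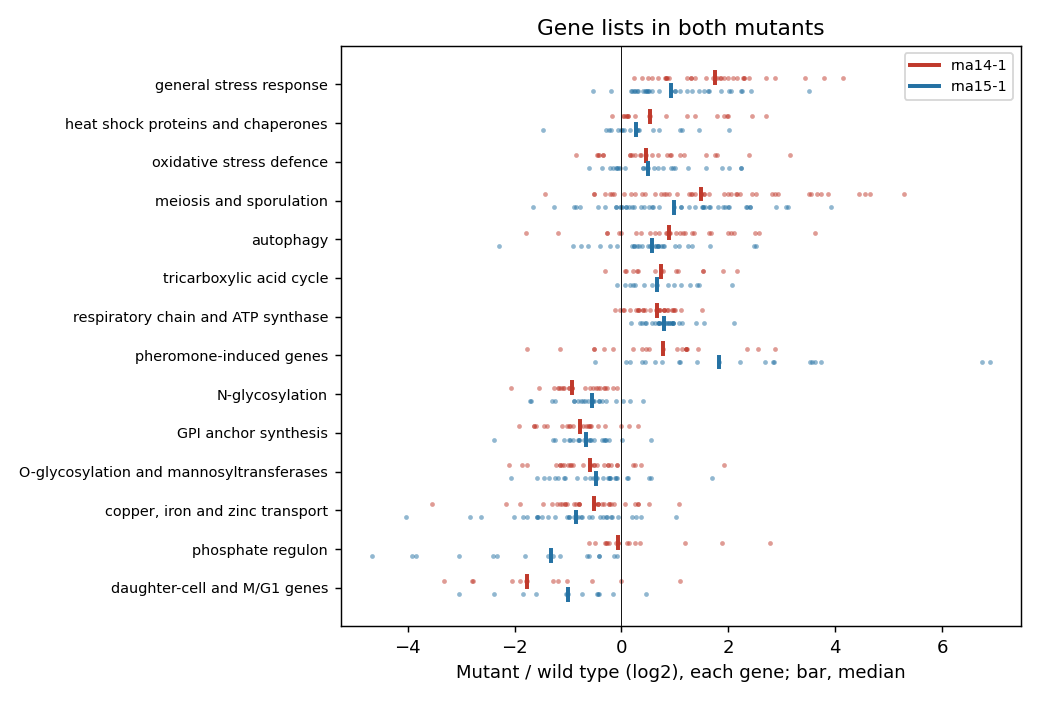
Log2 fold changes of the members of gene lists in *rna14-1* and *rna15-1*, with the median of each list. The median of N-glycosylation genes lay at -0.93 and -0.56, and that of meiosis and sporulation genes at 1.49 and 0.99.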

(PDF)

Table S3 Yeast strains used in this study.
(PDF)

Table S4 Primers used in this study.
(PDF)

# Supplementary material for: Cleavage Factor I Links Transcription Termination to DNA Damage Response and Genome Integrity Maintenance in Saccharomyces cerevisiae
**Source:** PLoS Genet. 2014 Mar 6;10(3):e1004203. doi: 10.1371/journal.pgen.1004203
**Supplement:** Table S2 — Gene ontology results for the genes with altered expression levels in rna14-1 and rna15-1 mutants.

Table S2. Gene Ontology results for the genes with altered expression levels in *rna14-1* and *rna15-1* mutants.

	GO term (GO ID) of up-regulated genes	<i>rna14-1</i><br>P-value	<i>rna15-1</i><br>P-value
catabolic processes	catabolic process (9056)	3.07e-06	0.00599
	cofactor catabolic process (51187)		
	carboxylic acid catabolic process (46395)	0.00394	
	mitochondrion degradation (422)	0.00753	
response to stimulus	response to stimulus (50896)	1.04e-05	0.00338
	response to stress (6950)	0.00137	
	response to chemical stimulus (42221)	0.00830	5.07e-06
	response to organic substance (10033)		0.00325
reproductive process	sexual reproduction (19953)	0.00329	4.79e-08
	sporulation (43934)	0.00066	
	reproductive process (22414/22413)	0.00690	1.25e-07
	conjugation with cellular fusion (747)		1.63e-06
	response to pheromone (19236)		3.96e-05
Cell development	cell differentiation (30154)	0.00389	
	anatomical structure formation involved in morphogenesis (48646)	0.00066	
	anatomical structure development (48856)	0.00231	
others	energy derivation by oxidation of organic compounds (15980)	0.00312	0.00764
	tricarboxylic acid cycle (6099)		
	glucose metabolic process (6006)	0.00519	
	multi-organism process (51704)		

	GO term (GO ID) of down-regulated genes	<i>rna14-1</i><br>P-value	<i>rna15-1</i><br>P-value
**localization**	establishment of localization (51234)	0.00825	7.61e-08
	localization (51179)	0.00182	1.40e-08
**glycoprotein processes**	glycoprotein biosynthetic process (9101)	1.26e-07	0.00224
	macromolecule glycosylation (43413)	1.84e-07	0.00093
	protein amino acid glycosylation (6486)	1.84e-07	0.00093
	glycosylation (70085)	1.84e-07	0.00093
	glycoprotein metabolic process (9100)	2.31e-07	0.00312
	protein amino acid O-linked glycosylation (6493)	0.00132	
	protein amino acid N-linked glycosylation (6487)	0.00785	
**lipoprotein processes**	lipoprotein metabolic process (42157)	0.00027	
	lipoprotein biosynthetic process (42158)	0.00027	
	protein amino acid lipidation (6497)	0.00027	
**transport**	transport (6810)		1.13e-07
	transition metal ion transport (41)		2.60e-06
	metal ion transport (30001)		6.79e-06
	copper ion import (15677)		0.00013
	copper ion transmembrane transport (35434)		0.00037
	cation transport (6812)		0.00082
	copper ion transport (6825)		0.00100
	ion transport (6811)		0.00543
	ion transmembrane transport (34220)		0.00590
	transmembrane transport (55085)		0.00841
	iron ion transport (6826)		0.00999
**others**	cellular process (9987)	0.00073	
	cellular carbohydrate metabolic process (44262)	0.00088	
	carbohydrate metabolic process (5975)	0.00237

# Supplementary material for: Cleavage Factor I Links Transcription Termination to DNA Damage Response and Genome Integrity Maintenance in Saccharomyces cerevisiae
**Source:** PLoS Genet. 2014 Mar 6;10(3):e1004203. doi: 10.1371/journal.pgen.1004203
**Supplement:** Table S4 — Primers used in this study.

Table S4. Primers used in this study

**Name**	**Sequence**
RPB2-A	5'-TCTTGGAATAATAACTTCGCGGC-3'
RPB2-B	5'-GGTGGATGACAAGATACATGCC-3'
ARS508 1-A	5'-CCCGTGGTAAACCTTTAGAAAAAC-3'
ARS508 1-B	5'-ATATGAACGGCAAATTGAGACAAA-3'
ARS508 2-A	5'-AGTCATTAATAGCAAAGCCGTACGT-3'
ARS508 2-B	5'-GGTCCTTTGATGTAACGATCATATTG-3'
ARS305 1-A	5'-TTCTTCCTCAGGTTTGCCTAGTG-3'
ARS305 1-B	5'-TGCCAAGTCTGATCGAAAAGC-3'
ARS305 2-A	5'-TGCTCTTAGTGCAAAACACGAAA-3'
ARS305 2-B	5'-TCCTCCGTGGTCGATTGTG-3'
ARS416 1-A	5'-CAGGCGCATACGCTACAATG-3'
ARS416 1-B	5'-GGTTGTTTGCAAGACCGAGAA-3'
ARS416 2-A	5'-TGTTGTTGTGCTGCTTGTTCTTT-3'
ARS416 2-B	5'-ATCCGCGCCGCAATT-3'
242210-242280 ChrV A	5'-TGCCTGCACGCCATTGT-3'
242210-242280 ChrV B	5'-TTCCCCACGGAAAGTTGTATCT-3'

How the deposited data were processed for this re-analysis (not part of the article)

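The data are Affymetrix yeast expression arrays of wild-type, *rna14-1* and *rna15-1* cells grown at 30°C, with 5, 3 and 3 arrays. Strain and replicate of each array were taken from the deposited labels, which call the arrays biological replicates. The authors processed the scans with GCOS and the robust multiarray average method (RMA) and analysed them with limma, according to the methods and the submitters' processing notes, which give no versions. The deposited values are the resulting log2 intensities, normalised over all arrays, and they were used without further normalisation. No raw scans were used here, and the files name no genome build, so no coordinates are given.

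Probe sets were named with the platform's annotation. Of 10928 probe sets, 7244 have 1 gene name, 1 has several and 3683 have none. Those whose gene is in the *S. cerevisiae* gene table of the R64 reference, 5498 in number, were tested as 5449 genes. For the 47 genes with several probe sets, the one with the highest mean over all arrays was used. Of the tested probe sets, 114 carry a suffix of the maker that marks sequences shared with other genes, and such genes were not chosen by rule to be named. The other named probe sets, 1746, gave the background of each array as their 95th percentile, which lay between 4.19 and 4.44. A gene below this on every array of a group was given only a lower bound of its fold change, with the dim arrays set to the higher of background and signal. *SWH1*, whose mean in *rna15-1* was not above the mean background, was treated alike after its values were seen. The R64 table was used for names, for the order of genes on chromosomes and for coding lengths, since 97.0% of the lengths can be divided by 3.

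The tests, alternatives, gene lists and the rule for named genes were fixed before the data were examined, apart from those said to be chosen later. Table S1 and Table S2 had been read by then, so the lists on glycosylation, metal transport, phosphate, sporulation, mating, stress and respiration were written with those tables in view. In R 4.3.3 with limma 3.58.1, all 11 arrays were fitted with lmFit and eBayes with 1 coefficient per strain. Genes were called at the thresholds of the methods, which are a Benjamini-Hochberg adjusted p under 0.01, a B-statistic over 2, an average log2 intensity A over 7 and a change of over 2-fold. With the adjusted p alone, 1788 genes were higher and 1606 lower in *rna14-1*, 1539 and 1348 in *rna15-1*, and 870 and 900 in *rna15-1* against *rna14-1*. Standard errors are those of limma's moderated fit. Gene lists were tested with camera at a preset correlation of 0.01, adjusted over all lists and both mutants. Lengths were compared with 100000 random gene sets, repair genes with Fisher's exact test, and chromosomes with random gene sets of the same size, adjusted over both mutants. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

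Named genes are, per mutant, the 10 with the largest increase and the 10 with the largest decrease among calls in which every mutant array lies on 1 side of every wild-type array, and genes that the paper names for their expression, mutated or followed. Added to these are the members of the lists on ribonucleotide reductase and on a-specific and alpha-specific genes, and of each other list, per mutant, the 4 members with the largest change among those with an adjusted p under 0.01. The text gives a part of these genes.

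The alternatives changed the wild-type arrays, the normalisation, the background, the filters on A and B, the probe sets, the groups in the fit, the variance model, the thresholds, the replicate block, the statistic for length and the test of gene lists, and left out each array in turn. The procedure was tested on simulated data for all 11 arrays, drawn for each of 5449 genes from its mean over all arrays and its moderated spread. At each of 4 sizes, 50 genes with A over 7 were changed in *rna14-1*, up or down. Of those changed by 1.5 on the log2 scale 49 of 50 were called, of those changed by 2 or 3 all 50, and of those changed by 0.5 none, and 0 unchanged genes were called.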

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

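The tests of the chromosome segments and of replicate 3 were chosen after the result was seen, apart from that of ribosome biogenesis genes, and so were those of a diploid-like state and of the mating type given in the labels.

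On all 3 *rna15-1* arrays, genes of a stretch of chromosome I were far below and genes of a left-arm segment of chromosome III above the wild type, in regions that the paper does not discuss. *UIP3*, in the stretch of chromosome I, was at least 153-fold lower, and the 39 genes of the chromosome III segment had a median of 1.15, against 0.02 in the rest of that chromosome. A single exchanged array is excluded, since *UIP3* lay below background on 3 of 3 arrays. An effect of both CFI mutants on the chromosome I genes is excluded as the whole cause by their median of -0.49 in *rna14-1*. A small common fall is not excluded, since these genes lay between -0.82 and -0.32 there. An extra copy may account for chromosome III, where a break in the gene order set these genes apart by more than in permuted orders (adjusted p = 0.0032, permutation test over 32 pairs of chromosome and mutant, in which 4 others at an adjusted p under 0.05 set apart at most 9 genes). The segment had a median of 0.28 in *rna14-1*, against 1.15, 1.18 and 1.18 on the 3 *rna15-1* arrays. This argues against an effect common to both mutants as the whole cause on chromosome III. A smaller common rise is not excluded, since 6 genes of the segment were called up in *rna14-1*, against 20 in *rna15-1*. A deleted or altered segment of chromosome I stays open, since the 4 genes of which 0 stayed within 2-fold are those that Table S1 had shown to be low. Other genes of the stretch with a probe set of their own, dim in the wild type, differed in whether they lay above background. *YAR035C-A* lay above background on all 3 *rna15-1* arrays and *FLO1* on 0 of 3 (wild-type means 5.69 and 5.19).

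The array of *rna15-1* replicate 3 differed from the mean of replicates 1 and 2 by over 2-fold in 244 genes, while replicates 1 and 2 differed in 1. It lay closer to *rna14-1*, with correlations of 0.924 to 0.934 with the *rna14-1* arrays, against 0.873 to 0.895 for replicates 1 and 2. Replicates 1 and 2 in turn lay closer to the wild type, with correlations of 0.861 to 0.871, against 0.795 to 0.803 for replicate 3. Which of the 3 arrays are typical of *rna15-1* cannot be told from these values. The deviation of replicate 3 from replicates 1 and 2 correlated with the difference of *rna14-1* from them (r = 0.643, with replicates 1 and 2 on both sides). Chromosome V had a median of 0.71 on replicate 1 and 0.67 on replicate 2, against at most 0.19 for any other chromosome on these arrays. RNA of other strains in replicate 3 is excluded by *UIP3*, which lay 1.13 below background there (-1.13), and a response of chromosome V genes to the loss of CFI activity by their median of -0.0376 in *rna14-1*. A fall of ribosome biogenesis genes by 0.2 or more on the array of replicate 3 is argued against by their median difference of 0.0076 (bootstrap 95% interval over genes -0.04 to 0.06), while 25 of 122 ribosomal protein genes were higher there (median -0.08). That interval holds no variation between cultures. An extra copy of chromosome V in the cultures of replicates 1 and 2 is a candidate explanation, with a lowest arm median of 0.64, which was not tested on DNA. A later growth phase of replicate 3 stays open. Its general stress genes were higher by a median of 0.73, while its respiratory chain and ATP synthase genes were lower (median -0.36, with 5 of 29 higher).

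The 7 a-specific genes, which MATα cells repress, rose in both mutants, with median log2 fold changes of 1.81 in *rna14-1* and 2.32 in *rna15-1* (1.89 without replicate 3, where 6 rose), although the paper does not discuss them. *STE2*, the α-factor receptor gene, rose by 0.79 (adjusted p = 0.017 from limma without *rna14-1* replicate 1) and 1.90, and *ASG7* by 2.55 and 2.66. MATa cells mixed into the cultures would add the a-specific transcripts in fixed proportions. The ratio of the rise in *rna15-1* to that in *rna14-1* would then be alike for all 7 genes. This ratio varied 5.56-fold, but *STE2* alone had 3.86 and the other genes lay between 0.69 and 1.82. Fixed proportions were not tested either, so the ratio cannot exclude mixed cells. A diploid-like state is argued against by the medians of the haploid-specific and alpha-specific genes together, -0.16 in *rna14-1* and 0.45 in *rna15-1*. In *rna14-1*, however, 4 of 9 haploid-specific genes fell and 1 rose, and 1 of 5 alpha-specific genes fell. The labels give mating type a, while the name given for the wild type, W303-1B, is usually of mating type α. Mating type a would leave the alpha-specific genes below background. On wild-type arrays they lay 7.61 to 9.10 above it, which argues against mating type a there. The a-specific genes lay 0.91 to 3.93 above background, as at least 98.7% of all genes lay above it. What raised the a-specific genes stays open.

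The named genes that differed between the mutants, by limma's test of the difference at the full thresholds, are given as *rna15-1* minus *rna14-1* on the log2 scale, or as lower bounds of the fold. Differences of the phosphate and zinc genes were -5.03 for *PHO5*, -3.18 for *PHO84*, -3.69 for *SPL2* and -3.34 for *ZRT1*. Mating genes differed by 4.01 for *FIG1*, 4.39 for *PRM6*, 2.34 for *KAR4*, which lies in the chromosome III segment, 2.15 for *MF(ALPHA)2* and 1.45 for *STE3*. The genes of the chromosome I stretch, not above background in *rna15-1* on average, were lower there by at least 116-fold for *UIP3*, at least 34.9-fold for *YAT1* and at least 57.1-fold for *SWH1*. Among repair and damage genes, the differences were -1.03 for *RAD2*, -1.60 for *SSL2*, -1.93 for *TOP3*, -1.32 for *CDC9* and -2.63 for *HUG1*. For stress genes they were -1.89 for *XBP1* and 1.32 for *GPX2*, and for *SYC1*, of the 3'-end processing factor, and the histone gene *HTB2* they were 1.23 and 1.32.

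*RAD2* was set apart by wild-type replicate 1, the highest of the 5 arrays at 9.31 against a mean of 8.94 for the others, a gap of 0.764 of the whole range. Such a gap was found for 1 of 98 named genes, and chance gives it for about 5 in 100.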

How the results depend on the processing

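The alternatives with all probe sets counted, without chromosome V and the segments, and without *rna15-1* replicate 3 for gene lists were chosen after the data were seen. Of 523 values of the main results under alternatives, 482 were labelled the same, 29 moved, 5 were weaker and 7 stronger, and 0 reversed. For results with a test, the same means an unchanged direction and side of the threshold. Counts and correlations have no such side, so for them the same means only a value near the main one. Counts of 434 to 603 genes up in *rna14-1* without 1 array, against 549, were all labelled the same. A count cannot reverse, so the 0 reversed says nothing about counts. For 98 named genes, 5173 of 5466 values kept their direction and their side of the thresholds, 255 were weaker, 38 stronger and 0 reversed. Without 1 array, 106 of 132 called gene and mutant pairs kept all thresholds, and the adjusted p of a called pair rose to at most 9.1e-04. The arrays that Table S1 points to are the 5 used, so that alternative was not run separately.

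The cause was not tested for the following values, apart from thresholds and fewer arrays, whose construction shows it. At 1.5-fold, 852 genes were up and 781 down in *rna14-1*, 609 and 553 in *rna15-1*, 399 and 366 in both, and 491 differed between the mutants. At 3-fold these were 269 and 146, 160 and 103, 102 and 56, and 94. Genes that differed numbered 171 with only the 2 groups fitted, 622 with array weights and 429 with no minimum of B. The correlation was 0.660 with array weights. With the wild-type arrays divided, 68 genes were up and 78 down in both. The odds ratio of repair genes among up genes of *rna14-1* fell to 1.49 with wild-type replicates 1 to 3 and 1.48 at 3-fold (Fisher's exact p = 0.233 and 0.311). That among down genes was 0.249 after a median shift, 0.270 fitted on genes with A over 7, 0.262 with all probe sets, 0.253 with 2 groups, 0.266 with a trend and 0.291 at 1.5-fold, with exact p from 0.00714 to 0.0447. The up genes of *rna14-1* had a median length of 1188 bp (permutation p = 0.338). Of 38 list and mutant pairs that passed camera, 0 passed with an estimated correlation, while fry called 71. Runs of 4 or more neighbouring genes changed over 4-fold numbered 0, but 1 with the mean of probe sets, 1 of 3 or more genes and 11 over 2-fold.

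Without 1 array, up genes numbered 434 to 603 and down genes 354 to 475 in *rna14-1*, 322 to 366 and 262 to 298 in *rna15-1*, and 187 to 219 and 165 to 193 in both. Genes that differed numbered 190 to 512, the latter without *rna15-1* replicate 3, and the correlation lay between 0.652, without that array, and 0.772, without *rna15-1* replicate 2. Mean lengths were 1322 to 1372 bp and 1983 to 2122 bp for up and down genes of *rna14-1*, and 1143 to 1185 bp and 2020 to 2129 bp for those of *rna15-1*. Odds ratios of repair genes were 1.64, without *rna14-1* replicate 1, to 2.41 for up and 0.249, without *rna15-1* replicate 3, to 0.343 for down genes of *rna14-1*, and 0.739 to 0.974 and 0.213, without *rna15-1* replicate 3, to 0.981 for those of *rna15-1*. List and mutant pairs numbered 36 to 39, and runs 0.

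With a replicate block over replicates 1 to 3, 420 genes were up and 306 down in *rna14-1*, 277 and 208 in *rna15-1*, and 174 and 120 in both, and the odds ratio of repair genes among up genes of *rna14-1* was 1.26 (Fisher's exact p = 0.534). The numbers do not pair the samples, since correlations of deviations between arrays of the same number ran from -0.16 to 0.36 and 1 of 6 mutant arrays correlated best with the wild-type array of its own number.

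Other splits of the same arrays were fitted for the counts of calls, each with only the groups compared. For *rna14-1* the real split gave 1036 calls, against at most 2 in the others of 56 splits. For *rna15-1* it gave 541 calls, against at most 1 in the others of 56. In each mutant only the real split gave as many, and 1 of 56 is the smallest share that these splits allow. This argues against chance, but the splits cannot tell the strain from anything else that differed between the groups. The other splits mix mutant and wild-type arrays, so differences between the strains add to their spread. For the difference between the mutants, 10 splits are too few for such a test, with 171 calls in the real split, the 1 that gave as many, and 0 in any other.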

Differences from the paper's values

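At the paper's thresholds, none of its values compared here differed from those computed here by over 1.5 times, and the fold changes of Table S1 for the named genes equal those computed here. Under some alternatives the counts did, for example 781 and 146 down genes in *rna14-1* at 1.5-fold and 3-fold, against the paper's 471. The differences below concern statements in the text.

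The paper states that expression of ribonucleotide reductase genes was not affected. Of the 4 genes, *RNR3* rose by 1.98 in *rna14-1* and was called up at the paper's thresholds, and the paper's Table S1 lists it with a 3.95-fold increase. *RNR1*, on chromosome V, fell by 1.65 in *rna14-1* (adjusted p = 6.1e-04 from limma) without reaching the B-statistic threshold, and *RNR4* rose by 0.56 and 0.38, below 2-fold. *RNR2* had -0.02 and 0.02, which goes with the statement.

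The paper names *OGG2*, *PRX1*, *DNL4*, *LIF1*, *RAD2* and *MAG1* as induced in these mutants. All 6 were called up in *rna14-1* and 4 in *rna15-1*, among them *MAG1*, on chromosome V. In *rna15-1*, *DNL4* rose by 0.75, and *RAD2* had a log2 fold change of 0.35 (adjusted p = 0.032 from limma).

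The methods state that each strain was analysed in triplicate and that values are means of these determinations. The fold changes of Table S1 are those from all 5 wild-type arrays, to a median absolute difference of 1.2e-06 on the log2 scale in each mutant.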

Other observations

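The share of called genes by orientation was tested only after the medians had been seen, and the other tests in this part were planned.

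Most genes expressed in daughter cells and at the end of mitosis fell in each mutant. Of 13 such genes, 11 fell and 1 rose in *rna14-1*, and 9 fell and 1 rose in *rna15-1* (11 and 10 fell adjusted over the list alone). *DSE4*, a glucanase gene of cell separation, fell by 3.32 ± 0.16 and 2.38 ± 0.16, and *PRY3*, a cell wall protein gene, had log2 fold changes of -2.77 and -3.05, while *SIC1*, which encodes a cyclin-dependent kinase inhibitor, rose by 1.09 and 0.45. Of 20 genes of the G1/S transition, 11 fell and 2 rose in *rna14-1*, and 3 fell and 3 rose in *rna15-1*, where replicate 3 was lower by a median of 0.57 (-0.57) and 3 fell and 6 rose without it. The cyclin gene *CLN1* fell by 1.44 in *rna14-1*, with -0.20 in *rna15-1* (adjusted p = 0.33, limma). Of 32 DNA replication genes, 16 fell and 4 rose in *rna14-1*, and 10 fell and 3 rose in *rna15-1*. *ORC4*, of the origin recognition complex, fell by 1.12 and 1.02, and *POL2*, of DNA polymerase epsilon, fell by 1.25 in *rna14-1*. Of 13 G2/M genes 5 fell and 3 rose in *rna14-1* and 4 fell and 2 rose in *rna15-1*, and of 7 histone genes 1 fell in *rna14-1* and 1 rose in *rna15-1*. The counts of the G1/S, replication, G2/M and histone lists were the same adjusted over the list alone. In camera the daughter-cell list had an adjusted p of 2.5e-04 and 2.7e-04, but adjusted p = 0.558 with an estimated correlation in both mutants.

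Genes of transcription and of the machinery around CFI went both ways. Of 28 genes of 3'-end processing and termination, 11 rose and 8 fell in *rna14-1*, and 10 rose and 7 fell in *rna15-1* (11 and 8, and 10 and 8, adjusted over the list alone). *NAB3*, which encodes a termination factor, fell by 2.07 ± 0.16 and 2.04 ± 0.16, and *SYC1* by 1.83 and 0.61. Of 12 RNA polymerase II subunit genes, 6 fell and 1 rose in *rna14-1*, and 4 fell and 1 rose in *rna15-1*. The largest subunit's gene *RPO21* fell by 1.11 ± 0.15 and 0.68 ± 0.15 (adjusted p = 0.013 in *rna15-1* without its replicate 2, limma). Of 8 genes of Rpb1 degradation, 3 rose and 2 fell in *rna14-1*, and 3 rose and 1 fell in *rna15-1*. *UBC5*, a ubiquitin-conjugating enzyme gene, rose by 2.09 and 1.93, and *DEF1* fell by 1.03 and 0.54. Of 11 genes of THO and TREX-2, 5 fell and 1 rose in *rna14-1*, and 4 fell and 4 rose in *rna15-1*. *THO2* fell by 1.97 ± 0.13 and 1.55 ± 0.13. Of 122 ribosomal protein genes, none rose (1 in each mutant without *rna15-1* replicate 3), and 58 fell in *rna14-1* and 26 in *rna15-1* (51 and 18 adjusted over the list alone), with medians of -0.18 and -0.09. Of 42 ribosome biogenesis genes, 13 fell in each mutant, and 6 and 5 rose. The counts of the polymerase, degradation, THO and ribosome biogenesis lists were the same adjusted over the list alone. With wild-type replicates 1 to 3 only, 38 ribosomal protein genes and 3 THO and TREX-2 genes fell in *rna14-1*. Without *rna15-1* replicate 3, 2 polymerase subunit genes fell and 6 DNA replication genes rose in *rna15-1*. Without the genes of chromosome V and the shifted segments, 2 ribosome biogenesis genes rose there. Of 22 genes that the study mutated or followed, 12 rose and 5 fell in *rna14-1*, and 10 rose and 4 fell in *rna15-1* (12 and 5, and 10 and 5, adjusted over the list alone). The 5 alpha-specific genes had 0 that rose and 1 that fell in *rna14-1*, and 4 that rose in *rna15-1*, and of 9 haploid-specific genes 1 rose and 4 fell in *rna14-1* and 3 rose and 3 fell in *rna15-1* (the same counts adjusted over each list alone).

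Since CFI acts in termination, transcripts that run on from an upstream gene on the same strand might raise the signal of the next gene. By medians this was not found, since genes behind a highly expressed neighbour on the same strand had a median higher than genes with a divergent one by 0.0369 in *rna14-1* (permutation p = 0.311) and 0.0598 in *rna15-1* (permutation p = 0.0674). In shares of called genes, 82 of 622 genes with such a neighbour were called up in *rna14-1*, against 49 of 621 with a divergent one (odds ratio 1.77, p = 0.0030, Fisher's exact test). In *rna15-1*, 60 and 28 of these genes were called up (odds ratio 2.26, p = 5.4e-04, Fisher's exact test). For neighbours of low expression, the odds ratios were 0.964 and 0.915 (p = 0.851 and 0.725, exact test). Run-on transcription at some genes stays a hypothesis, and the arrays do not show where a transcript begins.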
